# Pancreatic Islet Cells Response to IFNγ Relies on Their Spatial Location within an Islet

**DOI:** 10.3390/cells12010113

**Published:** 2022-12-28

**Authors:** Marine De Burghgrave, Chloé Lourenço, Claire Berthault, Virginie Aiello, Adrian Villalba, Alexis Fouque, Marc Diedisheim, Sylvaine You, Masaya Oshima, Raphaël Scharfmann

**Keywords:** Langerhans islets, pancreatic beta cells, inflammation, IFNγ, type 1 diabetes, beta cells heterogeneity, endocrine population

## Abstract

Type 1 diabetes (T1D) is an auto-immune disease characterized by the progressive destruction of insulin-producing pancreatic beta cells. While beta cells are the target of the immune attack, the other islet endocrine cells, namely the alpha and delta cells, can also be affected by the inflammatory milieu. Here, using a flow cytometry-based strategy, we compared the impact of IFNγ, one of the main cytokines involved in T1D, on the three endocrine cell subsets isolated from C57BL/6 mouse islets. RNA-seq analyses revealed that alpha and delta cells exposed in vitro to IFNγ display a transcriptomic profile very similar to that of beta cells, with an increased expression of inflammation key genes such as MHC class I molecules, the CXCL10 chemokine and the programmed death-ligand 1 (PD-L1), three hallmarks of IFNγ signaling. Interestingly, at low IFNγ concentration, we observed two beta cell populations (responders and non-responders) based on PD-L1 protein expression. Our data indicate that this differential sensitivity relies on the location of the cells within the islet rather than on the existence of two different beta cells subsets. The same findings were corroborated by the in vivo analysis of pancreatic islets from the non-obese diabetic mouse model of T1D, showing more intense PD-L1 staining on endocrine cells close to immune infiltrate. Collectively, our work demonstrates that alpha and delta cells are as sensitive as beta cells to IFNγ, and suggests a gradual diffusion of the cytokine into an islet. These observations provide novel insights into the in situ inflammatory processes occurring in T1D progression.

## 1. Introduction

Type 1 diabetes is a worldwide autoimmune disease characterized by chronic hyperglycemia due to the destruction of insulin-producing pancreatic beta cells. Beta cell death occurs by cell-to-cell contact with autoreactive T lymphocytes [1,2,3] and by contact-independent mechanisms where inflammatory cytokines play a key role [4,5]. The cytotoxic effect of cytokines on whole pancreatic islets [6,7,8] and on beta cells [9,10,11,12,13] is well-known.

Among these cytokines, IFNγ has been detected in pancreatic lymphocytes from human diabetic patients [14]. Its mRNA is expressed by the immune cells infiltrating the islets, and correlates with destructive insulitis in rodent models of diabetes [15,16]. An IFNγ signature has been observed both in human pancreatic endocrine cells from diabetic patients [17] and in islets from the non-obese diabetic (NOD) mouse [18], a model of T1D [19,20]. In mice, antibodies against IFNγ decrease the incidence of cyclophosphamide-induced diabetes [21] and IFNγ-deficient mice are resistant to virus-induced diabetes [22]. Conversely, transgenic mice with beta cell specific IFNγ expression become diabetes prone [23]. IFNγ participates to diabetes progression by increasing beta cell visibility to immune cells through the upregulation of HLA class I molecules [24,25,26] and presentation of beta cell-derived peptides [27,28]. Another key feature of IFNγ is its capacity to induce at the surface of beta cells the expression of programmed death-ligand 1 (PD-L1) [29,30], an immune checkpoint protein [31]. PD-L1 may slow-down beta cell destruction and thus T1D development since its deficiency increases the incidence of diabetes both in NOD mice and in a model of diabetes induced by splenocytes transfer [32]. Additionally it has been suggested that pancreatic expression of PD-L1 delays beta cell destruction [33].

While beta cells are at the centre of diabetes research, they are not the sole endocrine cell type in the pancreas. Indeed, beta cells cluster with glucagon-secreting alpha cells and somatostatin-secreting delta cells to form the endocrine units of the pancreas: the islets of Langerhans. Importantly, alpha and delta cells also show dysregulation during diabetes. For example, impaired glucagon secretion among diabetic patients has been identified for decades [34,35]. This result is supported by recent experiments performed on islets isolated from diabetic patients showing both a decreased expression of key alpha cells-enriched transcription factors, and a loss of glucose-regulated glucagon secretion [36,37]. A limited number of studies also suggest an alteration of delta cells function in type 1 diabetes [38,39]. Yet, information on alpha and delta cell functions and fates in T1D remains scarce. Interestingly, the different endocrine cell types within islet are tightly interacting [40,41,42], making conceivable that beta cell dysfunction or loss imbalances the neighboring alpha and delta cell function. Another hypothesis is that within islets, alpha and delta cells directly suffer from the diabetogenic milieu. Here, we asked whether IFNγ that impacts beta cells, also signals on alpha and delta cells.

To address this question, we treated pancreatic mouse islet with IFNγ, FACS-sorted alpha, beta and delta cells using our recently developed FACS-based approach [43] and performed RNA-seq analysis. We show that alpha, beta and delta cells are surprisingly similar in their response to IFNγ. We also observed two populations of beta cells based on their response to IFNγ, reflecting a spatially restricted effect of IFNγ linked to its gradual diffusion across the islet.

## 2. Materials and Methods

### 2.1. Animal Procedure

All of the animal studies complied with the ARRIVE guidelines and were conducted in strict accordance with the EU Directive 2010/63/EU for animal experiments and with regard to specific national laws and INSERM guidelines. Twelve weeks old C57BL/6JRj male mice were obtained from Janvier Labs (Saint Berthevin, France). NOD mice were bred and housed under specific pathogen-free conditions. Only female NOD mice were used in this study. Mice were maintained on a 12:12 light-dark cycle and provided with water and food ad libitum. They were killed by cervical dislocation. All experiments were approved by the Ethical Committee of Paris Cité University and the French Ministry of Higher Education and Research #16376-2017122210502504.

### 2.2. Isolation, Culture and Treatment of Mouse Pancreatic Islets

Mouse islet isolation was performed as described [43]. Briefly, Type V collagenase (#C9263, Sigma Aldrich, St. Louis, MO, USA) was injected into the common bile duct while the ampulla of Vater was clamped. Inflated pancreas was collected and digested at 37 °C for 20 min. Digested pancreas was resuspended in HBSS (#14025, Thermo Fisher Scientific, Waltham, MA, USA) and islets were then handpicked. Islets were cultured in RPMI 1640 (#61870-010, Thermo Fisher Scientific) containing 10% fetal calf serum (FCS CVFSVF00-01, Eurobio, Les Ulis, France) and penicillin/streptomycin (#15140122, ThermoFisher Scientific). They were treated with IFNγ (#485-MI-100, R&D systems, Minneapolis, MN, USA) for 20 h.

### 2.3. Flow Cytometry

Islets were dispersed in single cell suspensions using the Neural Tissue Dissociation Kit (#130-092-628, Miltenyi Biotec, Bergisch Gladbach, Germany) or using Accutase (#07922, Stemcell Technologies, Vancouver, BC, Canada) for reaggregation experiment. Reaction was stopped by adding 1 mL of HBSS. Cell surface staining was performed as described [43]. Briefly, dispersed islet cells were centrifuged and resuspended in FACS medium (HBSS 10% FCS) with antibodies for 15 min at 4 °C in the dark. Antibodies used were: Epcam (1:100, #118227, Biolegend, San Diego, CA, USA) CD31 (1:100, #102522, Biolegend) CD45 (1:100, #103132, Biolegend) CD24 (1:100, #101840, Biolegend) CD71 (1:100, #113806, Biolegend) CD49f (1:200, #313612, Biolegend) TER119 (1:100, #116228, Biolegend) IFNGR (1:100, #740032, BD Biosciences, San Jose, CA, USA) PD-L1 (1:100, #563369, BD Biosciences) H-2 class I (1:100, #479744, BD Biosciences). Then, cells were rinsed and resuspended in FACS medium with propidium iodide (1/4,000, #P4864, Sigma Aldrich) before FACS acquisition. Epcam antibody was omitted when cells were prepared for reaggregation experiments. For each antibody, optimal dilution was determined by titration. Cell sorting was carried out using a FACSAria III (BD Biosciences). Data were analyzed using FlowJo™ Software 10.6.1 (RRID:SCR_008520, BDBiosciences).

### 2.4. Reaggregation Experiments

2% agarose (#A9539, Sigma Aldrich) was poured into silicone-micro cast (#Z764043-6EA, Sigma Aldrich). After gelling at room temperature, agarose molds were rinsed for 30 min at 37 °C with RPMI1640 containing 10% FCS. Dispersed islet cells or sorted cells (200,000) were seeded in 96-well agarose molds and incubated at 37 °C. Pseudo-islets were harvested by flipping agarose molds upside-down.

### 2.5. RNA Extraction, Reverse Transcription and qPCR

RNA extraction was performed on islets or cells sorted in RLT buffer (#74004, Qiagen, Hilden, Germany) using the RNeasy Micro kit (#74004, Qiagen) according to the manufacturer’s protocol, cDNAs were obtained using Maxima First Strand cDNA synthesis Kit (#K1642, Thermo Fisher Scientific) according to the manufacturer’s protocol. qPCR was performed with Power SYBR Green Master Mix (#4367659 Thermo Fisher Scientific). Primers sequences (Eurofins France, Nantes, France) are presented in Supplementary Table S1. qPCR was performed on a QuantStudio 3 (Thermo Fisher Scientific,). The relative expression was calculated according to the 2^−ΔCt^ method using *Ppia* as a housekeeping gene, and fold changes were assessed using the 2^−ΔΔCt^ relative to the control group.

### 2.6. Immunohistochemistry

For immunohistochemistry, islets or whole pancreas were fixed with 3.7% formalin (252549, Merck, Darmstadt, Germany), pre-embedded in agarose (in the case of islets) (#A4018, Sigma Aldrich), embedded in paraffin (Histowax, Histolab, Copenhagen, Denmark), and sliced in 4-μm-thick sections (#RM2145, Leica, Nussloch, Germany). They were deparaffinized with xylene and ethanol washes and boiled in the antigen retrieval solution (#HK086-9K, BioGenex, Fremont, CA, USA) using a pressure cooker (#DC2012-220V, Biocare Medical, Pacheco, CA, USA). They were then permeabilized and blocked with a solution of TBS (#T6664-10PAK Sigma Aldrich), BSA 3% (#A7906, Sigma Aldrich) and Triton 0.3% (#T8787, Sigma Aldrich) for 30min at RT. Antibodies were diluted in the same solution. Antibodies used were PD-L1 (1:50, AF1019, Bio-techne, Minneapolis, MN, USA) PDX1 (1:1000, [44]) Anti goat (1:400, A-21467, ThermoFisher) Anti Rabbit (1:200, 711-076-152, Jackson ImmunoResearch, West Grove, PA, USA). Primary antibodies were incubated overnight at 4 °C, and secondary antibodies for 3 h at RT.

### 2.7. Next Generation Sequencing and Bioinformatics

RNA was isolated using the RNeasy Micro kit (#74004, Qiagen) according to the manufacturer’s protocol. RNA quality was verified by electrophoresis using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). For library construction, 5 ng of high quality (RIN > 7) total RNA was processed using an Ovation Solo RNA-seq Kit (#0501-96, NuGEN, Leek, The Netherlands) per the manufacturer’s instructions. Briefly, total RNA was treated with DNase I and reverse-transcribed using random primers. Chemical treatment during second strand synthesis enabled us to achieve strand specificity. After end repair, adaptor ligation, and library amplification, depletion of rRNA was realized using AnyDeplete (NuGEN). Libraries were then quantified with a Qubit HS DNA assay (#Q32855, Thermo Fisher Scientific) and library profiles were assessed using a DNA High Sensitivity LabChip Kit on an Agilent 2100 Bioanalyzer. Libraries were sequenced on an Illumina Nextseq 500 instrument (San Diego, CA, USA) using 75 base lengths reading V2 chemistry in a paired-end mode. After sequencing, a primary analysis based on AOZAN software (Genomic Paris Centre, Ecole Normale Supérieure, Paris, France) was applied to demultiplex and control the quality of the raw data (based on FastQC modules version 0.11.5). Sequencing reads were mapped to the mouse genome version GenCode M23 (RRID: SCR_014966 and GRCm38.p6 release 93) using STAR v2.5.2b [45] (RRID: SCR_015899). Transcripts were quantified using the RSEM software tool [46] (RRID: SCR_013027) Normalization and differential gene expression DGE analyses were performed with R package DESeq2 v1.32.0 (10.1186/s13059-014-0550-8), including batch in the design formula, and Benjamini-Hochberg correction was applied with threshold for significance set at adjusted *p*-values < 0.05. Figures were plotted with R packages ComplexHeatmap v2.8.0 [47].

### 2.8. Statistical Analyses

Each *n* represents an independent biological sample. All of the graphs show means ± Standard Deviation (SD). Statistical analysis was conducted using Prism v5.0 (GraphPad Software, San Diego, CA, USA) applying an unpaired *t* test. A *p* value < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Mouse Alpha, Beta, and Delta Cells Respond to IFNγ in a Similar Manner

We investigated the response of mouse islet endocrine cell subsets to IFNγ. We isolated pancreatic islets from C57BL/6 mice, treated them for 20 h with IFNγ (5 ng.mL^−1^), FACS-sorted alpha, beta and delta cell populations and performed RNA-seq (Figure 1a). The sorting profile of alpha, beta and delta cell populations using our previously described panel of antibodies (CD24, CD49f and CD71) [43] was not altered following IFNγ treatment (compare Figure S1A,B). Moreover, purity of alpha, beta and delta cell populations analyzed by RT-qPCR was not perturbed by IFNγ treatment: neither hormone enrichment (*Ins1*, *Gcg*, *Sst*) nor duct (*Spp1*) or acinar (*Amy1*) contaminations were modified by IFNγ treatment (Figure S1C). RNA-seq data analyses indicated that exposure to IFNγ modulated the expression of many genes in each cell subset. The majority of regulated genes were induced and very few repressed (160 vs. 24 in alpha cells; 174 vs. 0 in beta cells, and 204 vs. 29 in delta cells; adjusted *p*-value < 0.01). We next extracted genes whose expression was induced by IFNγ in alpha cell population and asked whether they were also induced in beta or delta cells. We performed the same analysis by extracting genes induced in beta or delta cells. We observed a significant overlap of the genes induced by IFNγ in the three endocrine cell populations (Figure 1b). The distribution of those genes among alpha, beta and delta cells are presented in (Figure S1D).

Finally, we selected in each endocrine population, based on adjusted *p*-values, the top 50 differentially expressed genes induced by IFNγ. We obtained a list of 66 unique genes. Many of them (48/66) top ranked in at least two populations (highlighted with red dots) and the remaining ones were also significantly induced in the other cell types although not ranked in the top 50 (Figure 1c). We validated RNA-seq data by RT-qPCR analyzing *Cd274* mRNA encoding for PD-L1 and *H2*(*dlb1q1*) mRNA encoding for the alpha chain of the major histocompatibility complex (H-2 class I), two previously validated IFNγ targets in pancreatic beta cells [29,48]. Their inductions were proportional to IFNγ concentrations in whole islets and in sorted alpha, beta and delta cell populations (Figure 1d,e).

We next verified at the protein level the effect of IFNγ on the surface expression of PD-L1 and H-2 class I. There, islets were cultured for 20 h with three concentrations of IFNγ (50, 500 and 5000 pg.mL^−1^), and flow cytometry was used to compare and quantify membrane expression of PD-L1 and H-2 class I on alpha, beta and delta cell populations. We observed a similar induction of both proteins in the three endocrine cell subsets (Figure 2a,b for quantification and Figure S2).

Those experiments demonstrate that the three main pancreatic endocrine populations (alpha, beta and delta cells) are sensitive and respond in a similar fashion to IFNγ.

### 3.2. Beta Cell Heterogeneity in Response to IFNγ

Flow cytometry indicated that at high concentration (5 ng.mL^−1^), IFNγ activated cell surface expression of PD-L1 in nearly every alpha, beta and delta cell (Figure 2a). On the other hand, at lower concentrations (50 pg.mL^−1^), we observed that IFNγ turned on PD-L1 surface expression in only a beta cell fraction, the remaining beta cells being refractory to PD-L1 induction (Figure 2a). We obtained similar data when measuring HLA surface expression (Figure S2). We next treated islets for 20 h with 50 pg.mL^−1^ IFNγ and separated by FACS PD-L1^high^ and PD-L1^low^ beta cell populations. 

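Islets of C57BL/6 mice were cultured for 20 h with 50 pg/mL of IFNγ or without it, and their beta cells were sorted as EpCam-positive, CD24-low and CD71-positive cells. Alpha cells lack CD71 and delta cells carry much CD24, so both should fall outside these gates. RNA-seq libraries came from 4 samples of control beta cells, 4 of PD-L1 high beta cells and 3 of PD-L1 low beta cells. Replicates are numbered 1 to 4, and replicate 1 has no PD-L1 low library. The legends of Fig. 3 and Fig. 5 give 3 independent experiments, while their plots show 4, 4 and 3 values for these groups, and all 11 libraries were used here. The authors prepared strand-specific libraries from random primers, removed ribosomal RNA, read both ends, aligned the reads to GRCm38.p6 (GenCode M23) with STAR 2.5.2b and counted them per gene with RSEM. RSEM's expected counts were rounded to whole numbers here. They total 10965898 to 15810817 in control cells (median 13363426), 10422038 to 14742180 in PD-L1 high cells (median 12775426.5) and 11826366 to 14725117 in PD-L1 low cells (median 13315094). Of 55487 genes in the files, 16252 passed edgeR's filter on low counts (count minimum 10). These were tested with edgeR's quasi-likelihood test after TMM normalization, in a model of all 11 libraries with condition and replicate number as terms. The p values were adjusted over all tested genes by the Benjamini-Hochberg method, and a gene is said to rise or fall at an adjusted p under 0.05. Levels are given as CPM, counts scaled to the TMM-normalized library size, as mean ± SD.
In PD-L1 high cells 153 genes rose and 8 fell relative to control cells. In PD-L1 low cells 10 rose and 3 fell, and these 10 were also among the genes that rose in PD-L1 high cells, in a comparison with the same control libraries. Among the genes that rose were *Igtp*, *Irgm1*, *Irgm2*, *Gbp7*, *Tap1* and *Cd274*, which IFNγ is known to induce. *Gm12185*, *Gm12250* and *Gm4841* rose as well and were singled out after their values were seen. These 3 were on none of the lists of interferon-induced genes used below, so the list counts leave them out. Whether IFNγ is known to induce them was not examined. The genes that fell were the peptide hormone genes *Ppy* and *Pyy* and *Gpx3*, a secreted glutathione peroxidase. Single libraries carry part of this: the call of *Gm4841* in PD-L1 low cells is lost without control replicate 2 or PD-L1 low replicate 2 (adjusted p = 0.0656 and 0.140, edgeR), and that of *Gpx3* without PD-L1 high replicate 2 or any of replicates 2 to 4 of the control or PD-L1 low cells (up to 0.369). In all, the *Gpx3* call is lost under 16 of 27 alternatives, also with RLE or upper quartile normalization and without the replicate term. Between the sorted populations, 104 genes were higher and 15 lower in PD-L1 high cells. When changes were simulated in these libraries, the test found 56% to 57% of 2-fold changes and 77% to 87% of 4-fold changes. Without control replicate 2, 269 genes changed in PD-L1 high cells, and without control replicate 1, PD-L1 high replicate 1 or PD-L1 low replicate 2, 43, 41 or 8 genes changed in PD-L1 low cells. The 119 genes that differed between the sorted populations became 76 without PD-L1 high replicate 2, 64 without PD-L1 high replicate 3, 77 without PD-L1 low replicate 2, and 78 without PD-L1 low replicate 3 or PD-L1 low replicate 4.
Transcripts of hormones made by other islet cells were found in the sorted beta cells and were lowest in the PD-L1 low group. *Ppy*, the pancreatic polypeptide gene of PP cells, lies on chromosome 11 of GRCm38 from 102099930 to 102101319. Its level was 171 ± 74.6 CPM in control cells (n = 4), 269 ± 113 CPM in PD-L1 high cells (n = 4) and 16.8 ± 3.53 CPM in PD-L1 low cells (n = 3). Between the sorted populations this is a log2 fold change of 4.16 (standard error 0.135, adjusted p = 1.61e-10 from edgeR's quasi-likelihood test). *Ppy* fell by 3.49 on the log2 scale in PD-L1 low cells relative to control cells (adjusted p = 1.33e-09, same edgeR test) and rose by 0.67 in PD-L1 high cells (adjusted p = 0.00183, same edgeR test, and 0.913 without the replicate term). *Pyy*, which encodes peptide YY, was higher in PD-L1 high than in PD-L1 low cells by a log2 fold change of 2.96 (adjusted p = 4.08e-07, edgeR). For *Gcg*, the glucagon gene of alpha cells, the value was 2.37 (adjusted p = 0.0163, edgeR), and for *Sst*, the somatostatin gene of delta cells, 2.42 (adjusted p = 0.00136, edgeR). The *Gcg* and *Sst* calls are lost without the replicate term (adjusted p = 0.434 and 0.781 from edgeR), and the *Gcg* call also without PD-L1 low replicate 2, 3 or 4 (up to 0.226). In PD-L1 low against control cells, *Gcg* and *Sst* had log2 fold changes of -1.80 and -1.64 and did not pass edgeR's test (adjusted p = 0.241 and 0.154), but DESeq2 called both lower (adjusted p = 2.6e-04 and 0.00190) and limma-voom called *Sst* lower (0.0172). Leaving out control replicate 3 or PD-L1 high replicate 4 makes edgeR call *Gcg* (0.0369 and 7.1e-04), and leaving out PD-L1 low replicate 3 makes it call *Sst* (0.0416). In this comparison 3 alpha and 2 delta cell markers were lower when adjusted over the list alone. Of 7 tested alpha cell markers, 1 was higher in PD-L1 high than in PD-L1 low cells (2 when adjusted over the list alone), and camera's call on this list is lost with an estimated correlation (adjusted p = 0.127 with an estimated correlation). Of 3 tested delta cell markers, 1 was higher (2 when adjusted over the list alone, adjusted p = 0.0764 with an estimated correlation). Fry, another test of whole lists, called the delta list higher (adjusted p = 0.0184) and did not call the alpha list (0.0659). Both tested PP cell markers were higher (2 when adjusted over the list alone). The 21 tested markers of acinar, duct, endothelial, stellate, Schwann, erythroid, macrophage and lymphoid cells gave 0 calls in every comparison by edgeR, DESeq2 and limma-voom. At an unadjusted p under 0.05 there were 2 of them between the sorted populations and 0 in the other comparisons, and 1 acinar marker was higher in PD-L1 high than in PD-L1 low cells when adjusted over the list alone. *Tfrc*, which encodes the sorting marker CD71 and was singled out after its values were seen, was at 342 ± 39.7 CPM in PD-L1 high cells and 190.2 ± 26.4 CPM in PD-L1 low cells, a log2 fold change of 0.80 (adjusted p = 0.00609, edgeR, and 0.0607 or 0.0598 without PD-L1 low replicate 2 or PD-L1 high replicate 3).

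**Figure D1:**
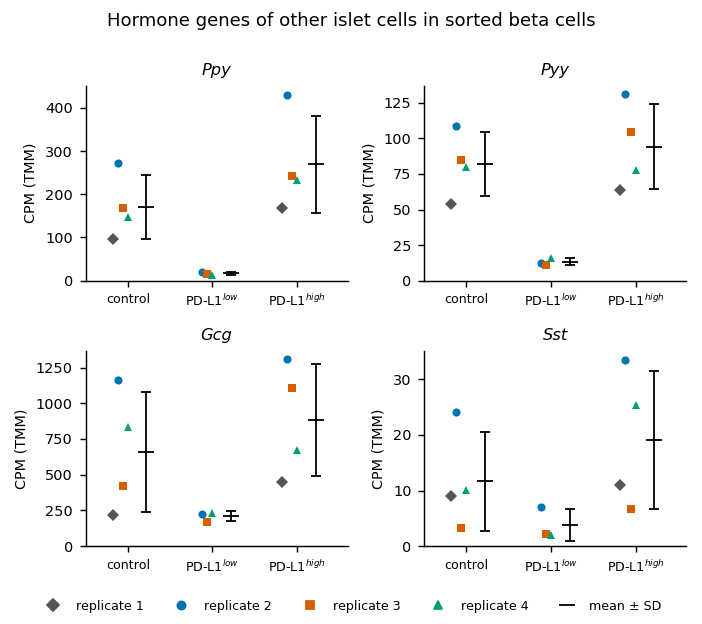
CPM of *Ppy*, *Pyy*, *Gcg* and *Sst* in each library of control, PD-L1 low and PD-L1 high beta cells, with markers for replicates 1 to 4 and bars for the mean ± SD. *Ppy* has a mean of 16.8 CPM in PD-L1 low cells and 269 CPM in PD-L1 high cells.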

We also sorted control beta cells cultured in the absence of IFNγ (Figure 3a). 

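Genes that IFNγ is known to induce were higher in PD-L1 high than in control beta cells, from GTPases of cell-autonomous defense to the machinery of antigen presentation, and most of them stood much closer to control levels in PD-L1 low cells. Of 94 tested genes on 10 lists of interferon-induced genes, 66 rose in PD-L1 high cells (79 when adjusted over the list alone) and 7 rose in PD-L1 low cells (41 when adjusted over the list alone). Tested directly between the sorted populations, 50 of the 94 were higher in PD-L1 high cells (78 when adjusted over the list alone).
*Cd274*, the gene of the gating marker PD-L1, lies on chromosome 19 of GRCm38 from 29367455 to 29388095. Its level was 20.4 ± 4.08 CPM in control cells (SD, n = 4), 218 ± 44.8 CPM in PD-L1 high cells (n = 4) and 38.1 ± 8.35 CPM in PD-L1 low cells (n = 3). The log2 fold change against control was 3.42 in PD-L1 high cells (standard error 0.149, adjusted p = 2.66e-09 from edgeR's quasi-likelihood test) and 0.94 in PD-L1 low cells (standard error 0.158, adjusted p = 0.0394 from the same edgeR test). The IRG family are GTPases that act on vacuoles of intracellular pathogens. All 7 genes on the IRG list used here rose in PD-L1 high cells (7 when adjusted over the list alone). Of these, *Igtp*, *Irgm1* and *Irgm2* also rose in PD-L1 low cells (7 when adjusted over the list alone). *Igtp* went from 8.25 ± 1.58 CPM in control cells to 406 ± 86.3 CPM in PD-L1 high and 65.4 ± 11.9 CPM in PD-L1 low cells, with log2 fold changes of 5.61 and 2.97 (adjusted p = 6.44e-11 and 3.06e-07, edgeR). All 10 tested guanylate-binding proteins (GBP), another family of GTPases, rose in PD-L1 high cells, with log2 fold changes of 6.27 for *Gbp2* and 3.48 for *Gbp7*. In PD-L1 low cells *Gbp7* was the 1 that rose, by a log2 fold change of 1.34 (10 when adjusted over the list alone). In the direct test, 4 of 7 IRG genes (7 when adjusted over the list alone) and 7 of 10 GBP genes (10 when adjusted over the list alone) were higher in PD-L1 high than in PD-L1 low cells.
Genes of antigen presentation were also higher in PD-L1 high cells. All 11 antigen processing genes rose in PD-L1 high cells, among them *Tap1*, a subunit of the peptide transporter, by 3.41 and *Psmb8*, a subunit of the immunoproteasome, by 2.81 on the log2 scale. Of these 11, *Tap1* rose in PD-L1 low cells, by 1.56 (7 when adjusted over the list alone), and 10 were higher in PD-L1 high than in PD-L1 low cells (11 when adjusted over the list alone). Of 12 tested genes of MHC class I, 8 rose in PD-L1 high cells (10 when adjusted over the list alone) and the same number, 8, was higher there than in PD-L1 low cells (10 when adjusted over the list alone). *B2m*, the light chain of class I molecules, was at 125 ± 42.7 CPM in control, 924 ± 131 CPM in PD-L1 high and 166 ± 32.4 CPM in PD-L1 low cells. *H2-K1*, a classical heavy chain, was at 309 ± 44.8, 782 ± 36.2 and 353 ± 57.7 CPM, and *H2-T23*, a nonclassical one, at 23.8 ± 3.11, 110.4 ± 14.4 and 23.5 ± 3.84 CPM in the same order. Between the sorted populations the log2 fold changes were 2.35 for *B2m* (adjusted p = 1.58e-06, edgeR), 1.20 for *H2-K1* (adjusted p = 0.000139, edgeR) and 2.23 for *H2-T23* (adjusted p = 3.37e-07, edgeR).
In camera's test, which compares a list with all other genes, each of the 10 lists was higher in PD-L1 high than in control cells, with a preset correlation of 0.01 and with an estimated one (largest adjusted p = 0.0351 with an estimated correlation). The lists were drawn from textbook knowledge after the heatmap of Fig. 3b had been seen, so they are not independent of it. Control replicate 1 had the highest CPM of the 4 controls for 49 of the 66 genes that rose (chance gives 25%), and the hormone genes of other islet cells differed between the same sorted populations. The 7 genes that rose in PD-L1 low cells became 31 without control replicate 1, 29 without PD-L1 high replicate 1 and 4 without PD-L1 low replicate 2. Single calls in PD-L1 low cells rest on single libraries: that of *Irgm2* was lost without PD-L1 low replicate 2 (adjusted p = 0.0643, edgeR), that of *Cd274* without PD-L1 high replicate 2 or any of replicates 2 to 4 of the control or PD-L1 low cells (up to 0.307), and that of *Gbp7* without any of control replicates 2 to 4, PD-L1 low replicates 2 and 3 or PD-L1 high replicate 4 (up to 0.362). The calls of *Cd274* and *Gbp7* in PD-L1 low cells are lost under 14 of 27 alternatives each, both without the replicate term and with the stricter filter on low counts, and that of *Gbp7* also with RLE or upper quartile normalization. In PD-L1 high cells, the call of *Iigp1* in the IRG family (adjusted p = 0.0362, edgeR) is lost under 14 of 26 alternatives, among them without any 1 library of replicates 2 to 4 (up to 0.165), and that of *Gbp10* in the GBP family under 10 of 26, among them without PD-L1 high replicate 3 or 4 or any PD-L1 low library (up to 0.0669). The paper told the sorted populations apart by PD-L1 at the cell surface. It reports from RNA-seq that PD-L1 high cells had switched on an IFNγ signature, and that this held much less for PD-L1 low cells.

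**Figure D2:**
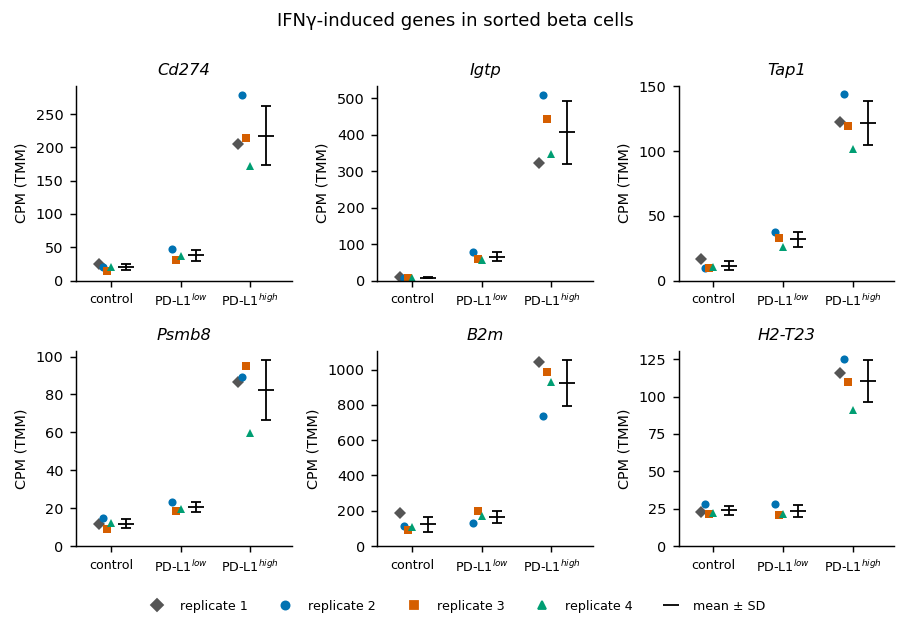
CPM of *Cd274*, *Igtp*, *Tap1*, *Psmb8*, *B2m* and *H2-T23* in each library of control, PD-L1 low and PD-L1 high beta cells, with markers for replicates 1 to 4 and bars for the mean ± SD. *Cd274* has a mean of 38.1 CPM in PD-L1 low cells, between 20.4 CPM in control and 218 CPM in PD-L1 high cells.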

RNA-seq analyses indicated that upon IFNγ exposure, the PD-L1^high^ population had activated an IFNγ signature, which was far less the case in the PD-L1^low^ population (Figure 3b). RT-qPCR data further validated this point. Indeed, IFNγ targets such as *Igtp*, *Irgm2*, *Cxcl10* and *Irf1* were far more induced by IFNγ in PD-L1^high^ as compared to PD-L1^low^ beta cells. (Figure 3c).

To determine whether differences in sensitivity to IFNγ between PD-L1^high^ and PD-L1^low^ beta cells was due to a differential expression of the IFNγ receptor (IFNGR), we performed qPCR for *Ifngr1* and *Ifngr2*. Expression levels were similar in PD-L1^high^, PD-L1^low^ and control beta cells (Figure 4a). Flow cytometry analysis using anti-IFNGR antibodies further supported the fact that differences in IFNγ sensitivity between PD-L1^high^ and PD-L1^low^ beta cell populations was not caused by a differential IFNGR expression (Figure 4b,c for quantification).

It has been reported that less differentiated beta cells exist in the NOD mouse pancreas, that better survive the autoimmune attack [49]. We thus tested the hypothesis that the beta cell population less sensitive to IFNγ would also be less differentiated when compared to IFNγ-sensitive beta cells. We analyzed the expression of genes encoding beta cell specific transcription factors such as *Pdx1*, *MafA*, *Nkx6.1*, Insulin (*Ins1* and *Ins2*), proteins implicated in insulin processing and secretion such as *Pcsk1*, *Slc2a2*, *Ucn3*, *Chga*, protein targets of autoantibodies found in the blood of T1D patients, such as *Slc30a8*, *Ptprn*, *Gad1* and *Cfap126*, a recently described beta cell heterogeneity marker [50]. 

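Genes of beta cell identity and function had close levels in PD-L1 high and PD-L1 low beta cells. Among the transcription factors, the log2 fold change between both populations was 0.00 for *Pdx1*, 0.25 for *Mafa* and 0.22 for *Nkx6-1*. The insulin genes *Ins1* and *Ins2* had 0.25 and 0.23, the prohormone convertase gene *Pcsk1* 0.07, the glucose transporter gene *Slc2a2* -0.07, and *Ucn3* and *Chga*, which encode the peptide urocortin and a protein of secretory granules, -0.07 and 0.07. *Cfap126*, the heterogeneity marker, had 0.18. The autoantigen genes stood furthest from 0: the zinc transporter gene *Slc30a8* had -0.28 (adjusted p = 0.541 from edgeR's quasi-likelihood test), the receptor-type phosphatase gene *Ptprn* 0.38 (adjusted p = 0.464, same edgeR test) and the glutamate decarboxylase gene *Gad1* -0.37 (adjusted p = 0.258, same edgeR test).
Of these 13 genes, 0 passed edgeR's test between PD-L1 high and PD-L1 low cells and 0 when adjusted over the list alone, with 3 at an unadjusted p under 0.05 (*Slc30a8*, *Ptprn* and *Gad1*). DESeq2 and limma-voom called 0 each. The study chose this list and plotted it from these samples, so the count is not independent evidence. The 95% intervals of the 13 log2 fold changes lie between -0.61 for *Gad1* and 0.80 for *Cfap126*, which leaves out a 2-fold difference for each gene. Against control cells, edgeR called 0 of the 13 in PD-L1 high cells (3 at an unadjusted p under 0.05) and 0 in PD-L1 low cells (1 at an unadjusted p under 0.05), while DESeq2 and limma-voom each called 1 in PD-L1 high cells, *Slc30a8* with a log2 fold change of -0.39, and 0 in PD-L1 low cells. When adjusted over the list alone, *Slc30a8* and *Gad1* were lower in PD-L1 high than in control cells.
Wider lists gave a like picture. Among 50 tested genes on lists of beta cell transcription factors, insulin secretion, type 1 diabetes autoantigens and immature beta cells, edgeR called 0 between the sorted populations, with 10 at an unadjusted p under 0.05, while DESeq2 called 2 and limma-voom 0. When adjusted over the list alone, 1 insulin secretion gene and 1 autoantigen gene were lower in PD-L1 high cells. Against control cells edgeR called 0 of the 50 in PD-L1 high cells (8 at an unadjusted p under 0.05, DESeq2 4, limma-voom 1; when adjusted over the list alone, 1 insulin secretion gene higher and 2 lower, and 2 autoantigen genes lower) and 0 in PD-L1 low cells (2 at an unadjusted p under 0.05, DESeq2 0, limma-voom 0). In PD-L1 low against control cells, camera called the Fig. 5a, transcription factor, insulin secretion and autoantigen lists lower, and these calls are lost with an estimated correlation (adjusted p = 0.124, 0.0764, 0.121 and 0.1004 with an estimated correlation). For the transcription factor and autoantigen lists the estimated correlations (-0.00576 and -0.0180) lay below the preset 0.01, so a higher correlation does not explain the loss. Fry called the insulin secretion list lower there (adjusted p = 0.0442). It did not call the Fig. 5a, transcription factor and autoantigen lists (0.0950, 0.0622 and 0.0577). Of 8 genes on a list of beta cell heterogeneity, 1 differed between the sorted populations, *St8sia1*, which encodes the synthase of a ganglioside used to tell beta cell subtypes apart (3 higher and 1 lower when adjusted over the list alone). *St8sia1* was at 47.2 ± 5.44 CPM in PD-L1 high cells (SD, n = 4), 95.1 ± 17.5 CPM in PD-L1 low cells (n = 3) and 70.4 ± 8.31 CPM in control cells (n = 4), and its log2 fold change between the sorted populations was -0.93 (standard error 0.119, adjusted p = 0.000593, edgeR).

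**Figure D3:**
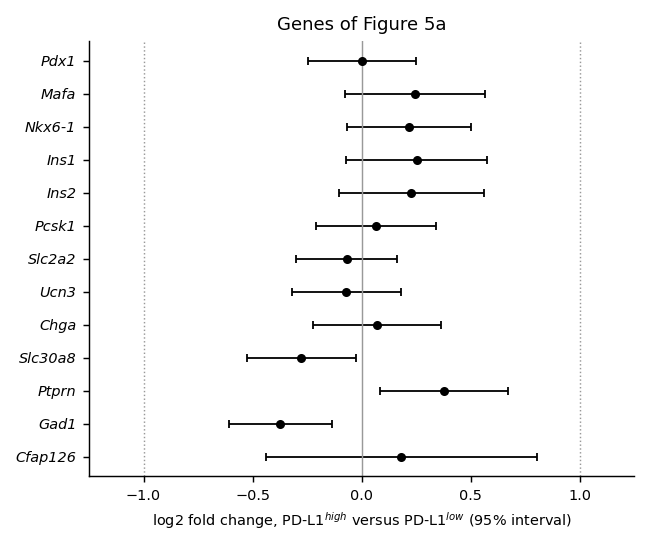
Log2 fold change of the 13 genes of Fig. 5a in PD-L1 high versus PD-L1 low beta cells, with 95% intervals as bars and dotted lines at a 2-fold difference. The points lie between -0.37 for *Gad1* and 0.38 for *Ptprn*.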

Overall, no difference could be identified between IFNγ sensitive and insensitive beta cells (Figure 5a).

Functional analyses highlighted different beta cells subsets, referred as heterogeneity [50,51,52,53,54,55]. However, whether beta cell heterogeneity reflects fixed subpopulations or dynamic interchangeable states, remains an opened question [56]. Here, we asked whether PD-L1^high^ and PD-L1^low^ beta cells represent stable populations. We treated mouse islets with IFNγ (50 pg.mL^−1^) for 20h and FACS-purified PD-L1^low^ cells. We reaggregated them for 72 h in culture and treated them a second time during 20 h without or with IFNγ (50 pg.mL^−1^) (Figure 5b). Flow cytometry analyses indicated that about half of the beta cells that did not respond to IFNγ during the first round of treatment, responded during the second round (Figure 5c,d for quantification), a proportion comparable to the one observed during the first incubation on intact islets. Taken together, in islets, some beta cells are insensitive to IFNγ at a given time, however, they can switch to responsive-cells when re-exposed to IFNγ.

### 3.3. Beta Cells That Respond to IFNγ Are Located at the Islet Periphery

It was recently observed that inflammatory cytokines do not freely diffuse between cells, creating gradients of signaling [57]. As islets are micro-organs containing 1000–3000 cells, we tested the hypothesis that IFNγ does not freely circulate into islets. We first tested the effect of IFNγ treatment on dissociated islets. Dispersed islet cells were exposed or not to low concentration of IFNγ (50 pg.mL^−1^), and PD-L1 activation in beta cells was analyzed by flow cytometry. In that experiment setting, IFNγ activated PD-L1 in nearly every beta cell (90.1 ± 5.5%) (Figure 6a,b for quantification). This result suggested that in this dissociation-treatment-reaggregation protocol, IFNγ reached every beta cell, which is not the case in whole islets. We thus used PD-L1 staining on islet sections as a probe to test whether beta cells that respond to IFNγ had a specific location within the islets.

As expected, no PD-L1 staining was detected in control cells while almost all cells were PD-L1 positive when treated with 5 ng.mL^−1^ of IFNγ for 20 h (Figure 6c, compare left to right panels). Interestingly at 50 pg.mL^−1^ of IFNγ, PD-L1^high^ cells were located at the periphery of the islets (Figure 6c middle panel). Quantification of PD-L1 staining intensity in relation to the distance from the islet centre further supports this claim (Figure 6d,e). Thus, the responsiveness of cells to IFNγ relies on their position within an islet.

In NOD mice, T lymphocytes that produce IFNγ first surround the pancreatic islets (peripheral insulitis), and then progressively invade them (invasive insulitis). In an attempt to translate our in vitro observations to an in vivo situation, we analyzed PD-L1 expression on pancreas sections from NOD mice at different time-points. As expected, in young mice (3–6 weeks old), islets were not infiltrated and did not express PD-L1 (Figure 7a, left panels). In older mice (11- and 14-weeks old), peri-insulitis was clearly observed around islets, along with PD-L1 staining within the islets (Figure 7a right panels). Closer examination indicated that beta cells located at proximity of the immune infiltrate expressed the highest PD-L1 levels (Figure 7a–c for quantification).

These experiments show that IFNγ does not freely diffuse within an islet.

## 4. Discussion

Cytokines such as IFNγ are important mediators of inflammation during T1D progression [21,22,58,59]. As an example, an IFNγ signature is observed in islets from NOD mice as early as 6 weeks of age [18]. Transcriptomic changes induced by cytokines were also deeply studied in primary beta cells or beta cell lines [59,60,61,62,63]. However, our knowledge of IFNγ responses in other islet cell populations (glucagon-producing alpha cells and somatostatin-secreting delta cells) is more limited. In the present study, using our recently described FACS-based strategy to sort the major endocrine populations from mouse islets [43], we investigated the effects of IFNγ on mouse alpha and delta cells, and compare to beta cells. Our work pointed out two major findings: (i) alpha, beta and delta cells responses to IFNγ are similar and (ii) the diffusion of IFNγ within an islet is impeded, thus creating a gradient of concentration across the islet.

The current study has been made possible by the development in the laboratory of a FACS-based strategy to purify live alpha, beta and delta cell populations [43]. This approach opens new avenues for pancreatic islets study. As an example, RNA-seq on bulk alpha, beta and delta populations solves both the requirement of complex reporter mice [40,64,65] and the eventual pitfalls of single-cell RNA sequencing [66,67], the main technic used for alpha and delta cells transcriptomic analyses [68,69,70]. The present protocol was set up on untreated mouse islets and we now demonstrate that this method is also robust on islets treated with IFNγ. As described here, this strategy allows the sorting of cells on multiple parameters. Here, we sorted beta cells based on PD-L1 expression following IFNγ treatment. PD-L1 is a stress response factor known to be induced by cytokines such as IFNγ [71], oncogenes such as epidermal growth factor [72] and hypoxia inducible-factor-1 [73]. Sorting was followed by reaggregation into pseudo-islets for further analyses. Such protocol permits to address the question of cell subtype stability, a current topic of major interest [56].

We observed here that IFNγ transcriptomic signature of sorted mouse primary beta cells was similar to previous observations on human beta cells [74], demonstrating the strength of our strategy. Confident with our protocol, we also characterized alpha and delta cells responses to IFNγ. Remarkably, transcriptomic responses to IFNγ were similar between alpha, beta and delta cells, pointing out that beta cells are not the only source of inflammatory response genes in the islet. In this context, gene products activated by IFNγ in alpha and delta cells might impact diabetes development. This might be the case for *Cxcl10* that encodes a chemokine expressed by beta cells, that attracts T lymphocytes and thus participates to diabetes onset and progression [75,76]. We showed here that alpha and delta cells also increase *Cxcl10* expression upon IFNγ exposure. Recently, alpha cells expressing the CXCL10 protein were reported both in diabetic mouse model and in human islets from diabetic patients [77]. Our data suggest that this induction of CXCL10 relies on IFNγ, and add the fact that delta cells also contribute to CXCL10 production within islets. Thus, alpha and delta cell may favor, along with beta cells, infiltration of the pancreatic islets by immune cells. PD-L1 also represents another example of proteins upregulated by IFNγ in alpha and delta cells that might impact diabetes development. It has been shown that inflamed islets cells may limit immune cells activation through PD-L1/PD1 interaction [32,33]. With our experimental model, we confirmed that beta cells express high levels of PD-L1 in inflammatory condition as previously observed [29,49,78]. Interestingly, we demonstrate here that alpha and delta cells also increased *Cd274* mRNA, leading to an increase of PD-L1 surface expression confirmed by flow cytometry. Whether PD-L1 expressed by alpha and delta can slow down the immune attack remains an open question.

It is well documented that beside inducing gene expression, a combination of cytokines—including IFNγ—precipitates beta cell death [10,79]. A limited number of studies performed on alpha cell lines suggest that cytokines can also induce alpha cell apoptosis, but to a lesser extent than beta cells. [80]. It was recently hypothesized that the alpha cell resistance to cytokine-induced apoptosis relies on their high expression of poly-ADP Ribose Polymerase PARP-14, that modulates the expression of apoptosis-related genes [81]. In our dataset, using IFNγ, we indeed observed an increased expression of *Parp14* in alpha cells exposed to IFNγ, but similar to beta and delta cells. So, our results do not support an alpha cell resistance to IFNγ based on PARP-14.

Another major point derived from our study concerns differences in individual beta cell sensitivity to IFNγ within islets. Heterogeneity among beta cells has been identified for several decades. Data published in the 80th and 90th and reviewed in a landmark publication [82] indicated functional beta cell heterogeneity. As an example, glucose stimulates proinsulin biosynthesis in a dose-dependent manner by recruiting additional beta cells, that might suggest differences in beta cell sensitivity to glucose [83]. Moreover, in vivo, in rats, beta cells showed a regional heterogeneity in terms of their ability to respond to stimulation by insulin secretagogues [51]. In the present study, by measuring cell surface levels of PD-L1 following low-dose IFNγ stimulation, we observed two beta cell populations: PD-L1^high^ cells were IFNγ-responsive while the PD-L1^low^ cells were not, without difference in expression of surface IFNGR. PD-L1^high^ and PD-L1^low^ populations were previously described in other cell types such as a fibroblast cells line, but also murine lung, liver and kidney where they were linked to senescence [84] Heterogeneity in PD-L1 expression was also previously described in NOD mice where a population of beta cells that resists auto-immune attack and express high level of PD-L1 was described [49]. Interestingly, in that model, cells expressing higher levels of PD-L1 seemed to be less differentiated and expressed lower levels of beta cell markers such as *Ins1*, *Ins2*, *Mafa*, *Pdx1*, *Nkx6.1*, *Slc2a2* while re-expressing markers of pancreatic endocrine progenitors such as *Ngn3* [49]. However, in our model, we did not observe any difference in the expression of such genes, indicating similar differentiation status between PD-L1^high^ and PD-L1^low^ beta cells.

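In counts normalized by DESeq2's size factors (mean ± SD, n = 4 PD-L1 high and 3 PD-L1 low libraries), *Ins1* was at 244101 ± 61287 in PD-L1 high and 225854 ± 5780 in PD-L1 low beta cells, and *Ins2* at 443921 ± 99597 and 421956 ± 10594. *Mafa* was at 6221 ± 1417 and 6169 ± 1920, *Pdx1* at 1984 ± 250.0 and 2087 ± 139, *Nkx6-1* at 5548 ± 530.3 and 5168 ± 1203, and *Slc2a2* at 10208 ± 2619 and 11336 ± 2401. In control beta cells (n = 4), *Ins1* was at 234553 ± 64024, *Ins2* at 439171 ± 121730, *Mafa* at 6631 ± 1991 and *Pdx1* at 2043 ± 349.6. *Neurog3*, the gene of the progenitor factor Ngn3, had few counts, at 6.17 ± 5.08 in PD-L1 high, 1.31 ± 1.44 in PD-L1 low and 2.75 ± 3.05 in control beta cells. It fell below the filter on low counts and was not tested, so neither a difference nor its absence is shown for *Neurog3*.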

We also assessed whether PD-L1^high^ and PD-L1^low^ beta cells represent stable populations fixed in a specific state or whether cells might navigate from one state to the other. Recent data based on sorting of beta cell populations [50,53] or single cell transcriptomic analyses [68,69,70,85,86] suggested that beta cells are fixed in transcriptional and functional states, giving rise to stable and specific beta cell populations entitled Beta-1, -2, but this remains a matter of discussion. As examples, cell tracking [87] and pseudo-time trajectory [88] support the notion that cells swap between different states. Our data indicate that PD-L1^high^ and PD-L1^low^ beta cells represent transient populations. Indeed, PD-L1^low^ beta cells were able to induce PD-L1 surface expression in response to a second pulse of IFNγ. Moreover, IFNγ stimulation of dispersed islet cells resulted in all beta cells being PD-L1^high^, further suggesting that the location of a beta cell within an islet might dictate its sensitivity to IFNγ. Interestingly, tissular diffusion of IFNγ was recently addressed with melanoma cells as the penetrance of the cytokine was dependent on the density of cytokine-consuming cells in the tissue, creating a gradient of concentration [57,89]. Our data derived from pancreatic islets treated in vitro with IFNγ and from pancreases of NOD mice suggest that a similar gradient mechanism might contribute to our observations, pancreatic islet being a cell-dense structure. There, IFNγ would be captured by the first layer of cells, protecting the cells located inside the islet. Another eventual actor of this process might be the basal membrane surrounding the islet, which has been shown to protect islets from immune invasion [90]. The basal membrane might limit the diffusion of soluble molecules such as cytokines, as suggested by the observation that transplanted islets show better resistance to cytokines when components of extracellular matrix are added [91,92].

Taken together, our data, suggest that we should re-consider the importance of endocrine non-beta cells in T1D. Indeed, alpha and delta cells are similarly affected by inflammation and respond with induction of genes that may influence the recruitment and activation of autoreactive T cells, and thus disease progression, such as *Cxcl10* and *Cd274*. Our work also proposes a new insight into the propagation of inflammation across an islet, where an islet would shield itself against inflammatory stimuli such as IFNγ entry. Experiments focusing on islet inflammation should take this notion into account. In this study, experiments were performed using mouse islets. Future studied will aim at determining whether similar results can be obtained with either pseudo-islets made of homogeneous human beta cell lines or with human islets. It will also be interesting to test whether other cytokines (Il-1β, TNFα) show similar gradient-like action.

## Figures and Tables

**Figure 1:**
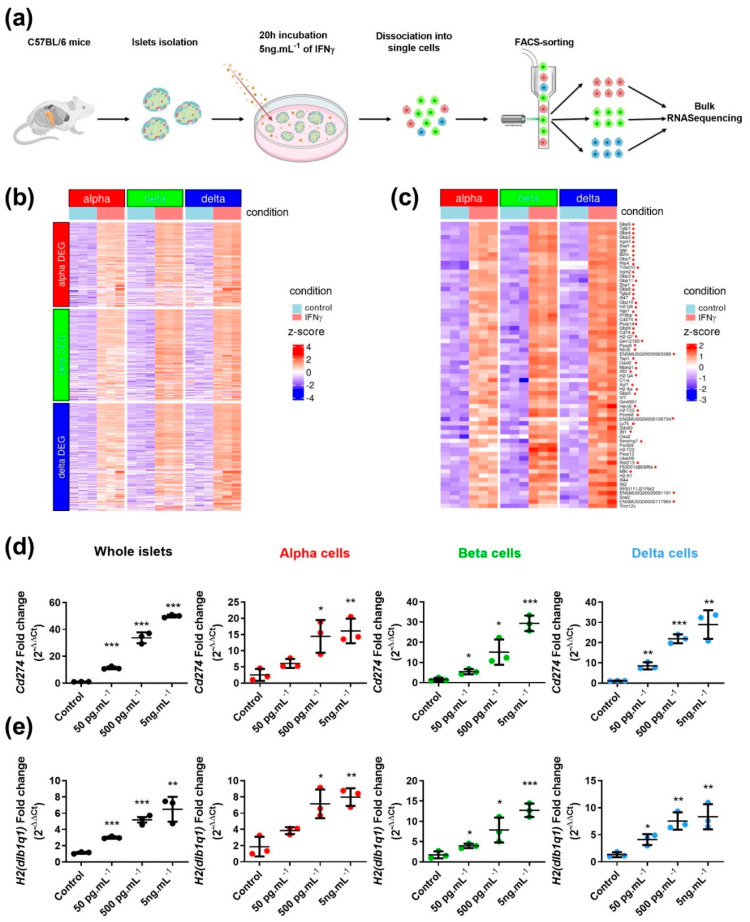
Mouse alpha, beta, and delta cells respond to IFNγ in a similar manner at transcriptional level. (**a**) Schematic protocol. (**b**) Heatmap presenting genes induced by IFNγ in alpha, beta and delta cells (ajusted *p*-value < 0.01) (*n* > 3 independent experiments). (**c**) Heatmap presenting the top 50 genes induced by IFNγ in alpha, beta and delta cells, resulting in a list of 66 unique genes. Genes are indicated with a red dot when they top-ranked in at least two populations. (**d**,**e**) Expression of *Cd274* (**d**) and *H2*(*dlb1q1*) (**e**) mRNAs measured by RT-qPCR on whole islets, purified alpha, beta and delta cells following islets treatments with different concentration of IFNγ (0–5 ng.mL^−1^) for 20 h (*n* = 3 independent experiments). Data are represented as mean ± SD, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 2:**
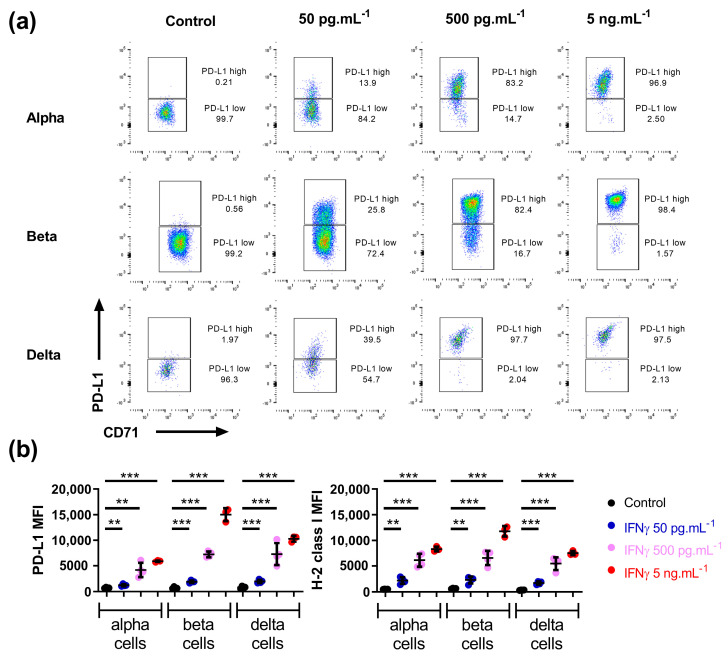
Mouse alpha, beta, and delta cells respond to IFNγ in a similar manner at protein level. (**a**) Representative flow cytometry plots showing PD-L1 surface expression on alpha, beta and delta cells from islets treated with different concentration of IFNγ (0–5 ng.mL^−1^) for 20 h. (**b**) Mean Fluorescence Intensity (MFI) of PD-L1 (**left**) and H-2 class I (**right**) in alpha, beta and delta cells after treatment of islets with different concentration of IFNγ (0–5 ng.mL^−1^) for 20 h (*n* = 3 independent experiments). Data are represented as mean ± SD, ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
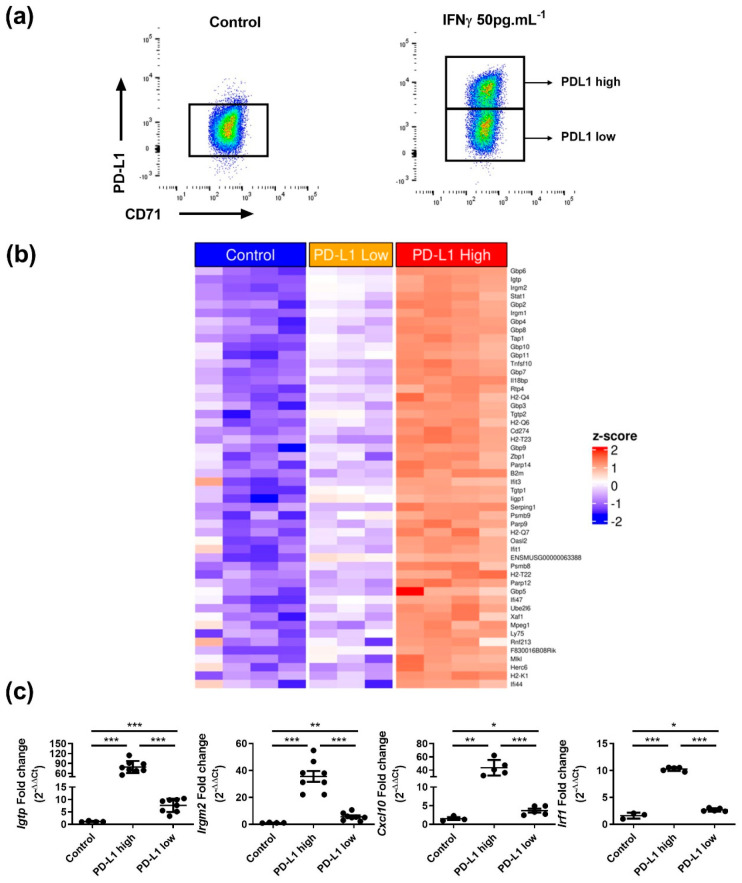
Beta cell heterogeneity in response to IFNγ. (**a**) Representative flow cytometry plots of PD-L1 surface expression on beta cells from control or after treatment with 50 pg.mL^−1^ of IFNγ for 20h. (**b**) Heatmap presenting the top 50 IFNγ induced genes in beta cells in control, PD-L1^low^ or PD-L1^high^ beta cells (*n* = 3 independent experiments). (**c**) Expression measured by RT-qPCR of *Igtp*, *Irgm2*, *Cxcl10* and *Irf1* mRNAs in control, PD-L1^high^ and PD-L1^low^ beta cells. (*n* = 3–8, from 3–4 independent experiments). Data are represented as mean ± SD, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

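The genes that rose in PD-L1 high beta cells differed in how much of that rise PD-L1 low beta cells shared. For each of the 66 interferon list genes that rose in PD-L1 high cells, the increase over control in PD-L1 low cells was expressed as a percentage of the increase in PD-L1 high cells, in CPM, within each of replicates 2, 3 and 4. The median over the genes was taken in each replicate, and these medians averaged 10.9% ± 1.11 (SD, n = 3 replicates). Taken the same way by list, the share was 21.6% ± 1.74 for the transcription factors of the IRF and STAT list (5 genes). For the PARP list (6 genes), which holds ADP-ribosyltransferases of the PARP family and *Dtx3l*, the share was 19.7% ± 1.64, and for antigen processing (11 genes) 14.8% ± 4.57. It was 11.1% ± 2.01 for the IRG family (7 genes), 8.66% ± 1.66 for immune regulators (4 genes) and 8.62% ± 2.59 for the GBP family (10 genes). Genes usually linked to type I interferon had 9.69% ± 9.50 (10 genes), MHC class I 7.71% ± 6.31 (8 genes) and MHC class II, at low counts, 0.662% ± 3.41 (4 genes), and *Cxcl10*, the 1 chemokine that rose, had 6.24% ± 2.17. The order of the lists differs between replicates. Among single genes, the share was 13.6% ± 1.35 for *Igtp*, 9.59% ± 1.65 for *Cd274* and 4.40% ± 1.24 for *Gbp2* (SD, n = 3 replicates). These shares describe genes chosen for their rise in PD-L1 high cells, and no test compared the lists with each other.
Of 10 tested IRF and STAT genes, 5 rose in PD-L1 high cells (8 when adjusted over the list alone), 1 rose in PD-L1 low cells (5 when adjusted over the list alone), and 5 were higher in PD-L1 high than in PD-L1 low cells (5 when adjusted over the list alone). *Irf1*, a transcription factor of interferon responses, rose by 1.80 on the log2 scale in PD-L1 high cells (standard error 0.132, n = 4 per group, adjusted p = 7.19e-07 from edgeR's quasi-likelihood test), and its log2 fold change in PD-L1 low cells, 0.63, did not pass the test (adjusted p = 0.329, edgeR). All 6 genes of the PARP list rose in PD-L1 high cells (6 when adjusted over the list alone), *Parp14* by 2.00 (adjusted p = 1.85e-07, edgeR). All 4 tested immune regulators rose there too (4 when adjusted over the list alone). Of 22 genes usually linked to type I interferon, 10 rose in PD-L1 high cells (16 when adjusted over the list alone), among them *Ddx58*, a sensor of viral RNA, by 1.22 and *Bst2*, which tethers virus particles, by 2.55. In the direct test 5 of these 22 were higher in PD-L1 high than in PD-L1 low cells (14 when adjusted over the list alone). So were 1 of 7 MHC class II genes (5 when adjusted over the list alone) and 5 of 6 genes of the PARP list (6 when adjusted over the list alone). Camera's call on the type I interferon list is lost in PD-L1 high versus PD-L1 low cells and in PD-L1 low versus control cells (adjusted p = 0.0915 and 0.346 with an estimated correlation). Fry did not call this list there either (adjusted p = 0.0577 and 0.402). Of 7 genes of MHC class II, 4 rose in PD-L1 high cells (5 when adjusted over the list alone), and *H2-Aa* went from 0.296 ± 0.0689 CPM in control to 5.96 ± 1.85 CPM in PD-L1 high cells, with an adjusted p of 0.00609 from edgeR that rose to at most 0.0935 without PD-L1 high replicate 1 or 3. Of 5 tested chemokine genes, 1 rose in PD-L1 high cells (2 when adjusted over the list alone), *Cxcl10*, which attracts T cells, by 3.23 (adjusted p = 0.00236, edgeR). *Cxcl10* was at 7.95 ± 11.4 CPM in control cells, where replicate 1 stood apart at 25.0 CPM, at 47.9 ± 30.9 CPM in PD-L1 high and at 4.40 ± 2.49 CPM in PD-L1 low cells. Its call in PD-L1 high versus control cells is lost under 4 of 27 alternatives, those without the replicate term or without replicate 3 or 4. Its call in PD-L1 high versus PD-L1 low cells is lost under 11 of 27. Among them are the fits without the replicate term, without any 1 PD-L1 low library and without PD-L1 high replicate 3 or 4. In PD-L1 low cells edgeR called 0 of the 52 tested genes on the lists of MHC class I and II, chemokines, type I interferon and PARP, with 12 at an unadjusted p under 0.05, while DESeq2 called 4 and limma-voom 1. When adjusted over the list alone, 4 MHC class I genes and 3 genes of the PARP list rose there. As whole lists, camera called 7 of the 10 higher in PD-L1 low than in control cells with an estimated correlation: IRG (adjusted p = 0.00109), antigen processing (0.00114), GBP (0.00424), immune regulators (0.00758), IRF and STAT (0.0127), MHC class I (0.0226) and PARP (0.0277).

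**Figure D4:**
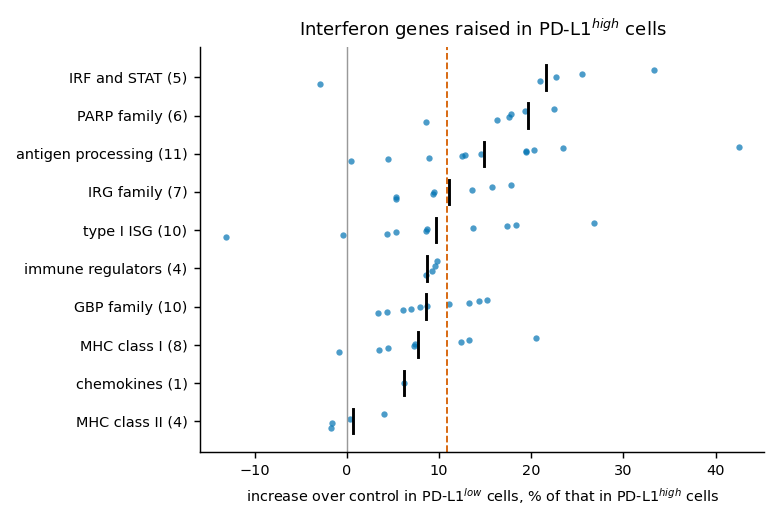
Increase over control in PD-L1 low beta cells as a percentage of that in PD-L1 high beta cells, for each of the 66 interferon list genes that rose in PD-L1 high cells (points, mean of replicates 2 to 4), by list with the number of genes, with a black line for each list and a dashed line for all 66 genes at the average of the medians of the replicates. The dashed line is at 10.9%, and the black lines run from 0.662% for MHC class II to 21.6% for IRF and STAT.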

**Figure 4:**
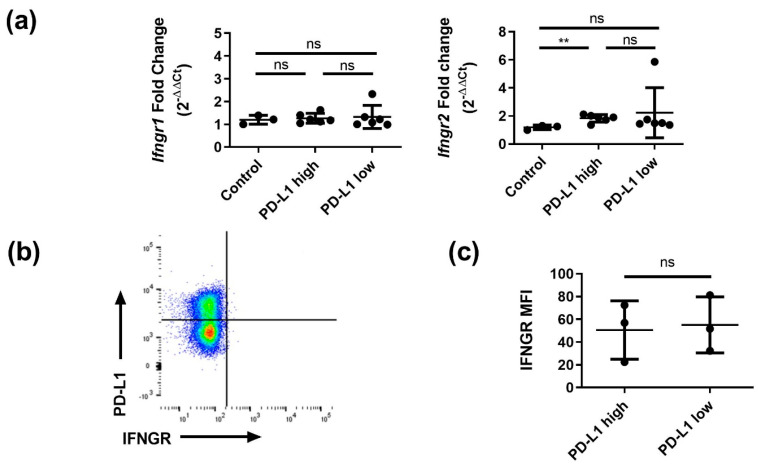
Similar IFNγ receptor expression in PD-L1^high^ and PD-L1^low^ beta cells. (**a**) Expression measured by RT-qPCR of *Ifngr1* and *Ifngr2* mRNAs in control, PD-L1^high^ and PD-L1^low^ beta cells (*n* = 3–6, from 3 independent experiments). (**b**) Representative flow cytometry plot of PD-L1 and IFNGR surface expression on beta cells from islets treated with 50 pg.mL^−1^ of IFNγ for 20h. (**c**) Scatter plot showing IFNGR MFI in PD-L1^high^ and PD-L1^low^ beta cells (*n* = 3 independent experiments). Data are represented as mean ± SD. ** *p* < 0.01, ns: not significant.

**Figure 5:**
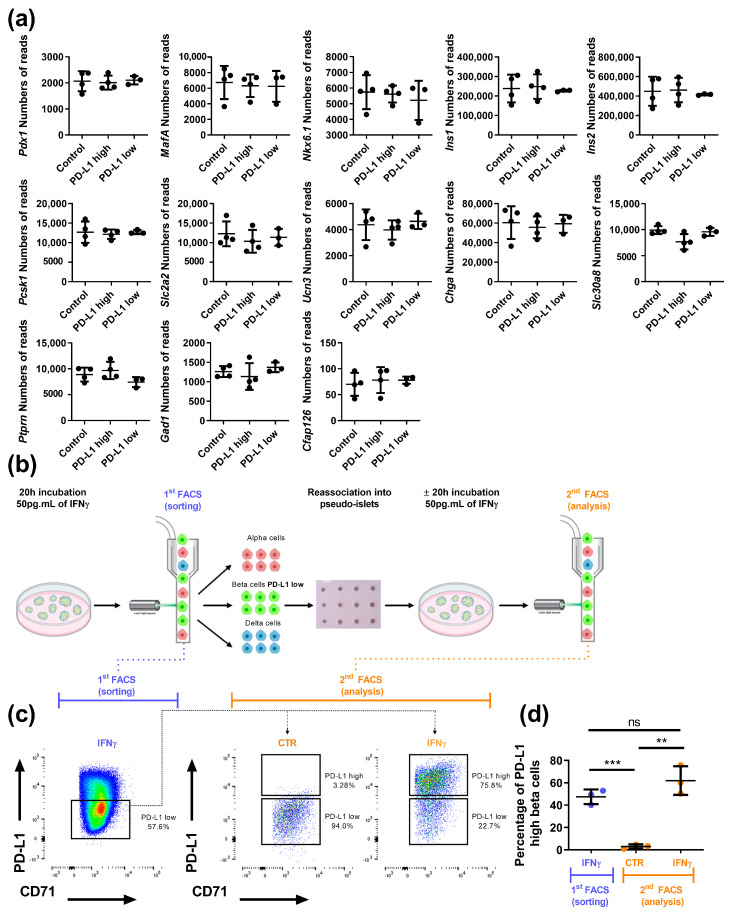
PD-L1 is inducible in the PD-L1^low^ population. (**a**) Gene expression from the RNA-sequencing data in control, PD-L1^high^ and PD-L1^low^ beta cells (*n* = 3 independent experiments). (**b**) Schematic protocol to test PD-L1 induction in the PD-L1^low^ beta cell population. (**c**) Representative flow cytometry plots of PD-L1 surface expression on beta cells from islets treated with 50 pg.mL^−1^ IFNγ for 20 h (**left**). PD-L1^low^ beta cells, along with alpha and delta cells, were sorted and reaggregated for 3 days. On the 4th day, pseudo-islets were harvested, incubated with or without 50 pg.mL^−1^ of IFNγ for 20 h and analyzed by FACS for PD-L1 surface expression. (**d**) Percentage of PD-L1^high^ beta cells on the 1st FACS (islets treated with 50 pg.mL^−1^ of IFNγ for 20 h) and on the 2nd FACS (PD-L1^low^ pseudo-islets cultured in control medium or with a second pulse of IFNγ, 50 pg.mL^−1^ for 20 h) (*n* = 3 independent experiments). Data are represented as mean ± SD, ** *p* < 0.01, *** *p* < 0.001.

**Figure 6:**
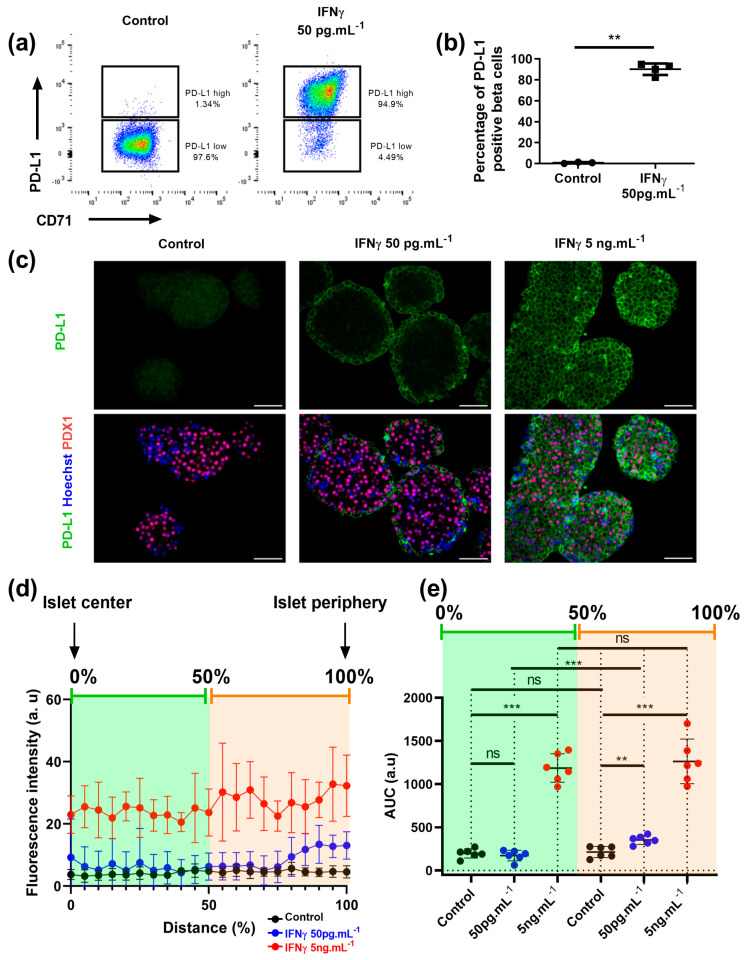
Beta cells that respond to IFNγ are located at the islet periphery (**a**,**b**) Dissociated islet cells were treated with or without 50 pg.mL^−1^ IFNγ and seeded in agarose molds for 20 h, followed by FACS acquisition. (**a**) Representative flow cytometry plots of PD-L1 surface expression; (**b**) Frequency of PD-L1^high^ beta cells (*n* = 3 independent experiments). (**c**–**e**) Islets were treated for 20 h without or with 50 pg.mL^−1^ or 5 ng.mL^−1^ IFNγ, sectioned, and stained for PD-L1 and PDX1. (**c**) representative stainings, Bar: 50 μm. (**d**,**e**) Quantification of PD-L1 intensity in 6 islets from 3 independent experiments. (**d**) Fluorescence intensity is presented in arbitrary units, in function of the distance from the centre of the islet. (**e**) Area under the curves from (**d**) is shown (in green, centre of the islet; in orange, islet periphery). Data are represented as mean ± SD, ** *p* < 0.01, *** *p* < 0.001.

**Figure 7:**
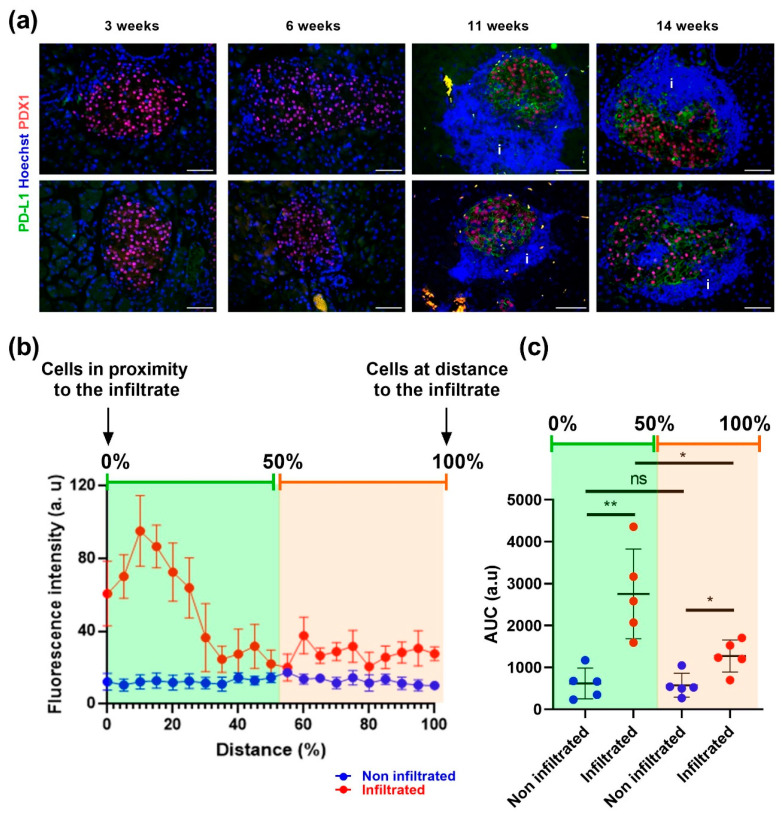
In NOD mice, beta cells located at proximity to the infiltrate express the highest PD-L1 levels Pancreatic sections from NOD mice at different ages (3, 6, 11 and 14 weeks-old) were double stained for PD-L1 (green) and PDX1 (red). (**a**) Representative staining for PD-L1 (green) and PDX1 (red). “i” indicates the immune infiltrate. Bar: 50 μm. (**b**,**c**) Quantification of PD-L1 intensity in 5 independent islets from either a 14 weeks-old NOD mouse that did not present any lymphocyte and was used as baseline versus infiltrated islets from three NOD mice (11–14 weeks-old). (**b**) Fluorescence intensity is presented in arbitrary units, relative to the infiltrate distance. (**c**) Area under the curves from (**b**) is shown (in green, in proximity to the infiltrate; in orange, at distance to the infiltrate). Data are represented as mean ± SD, * *p* < 0.05, ** *p* < 0.01.

## Data Availability

The data presented in this study are openly available in the NCBI’s Gene Expression Omnibus (GEO) (accession GSE221081 and GSE221078).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12010113/s1, Figure S1: alpha, beta and delta cells sorting strategy and quality, Figure S2: Mouse MHC class I expression at cell surface; Table S1: List of primers used for qPCR.

# Supplementary material for: Pancreatic Islet Cells Response to IFNγ Relies on Their Spatial Location within an Islet
**Source:** Cells. 2022 Dec 28;12(1):113. doi: 10.3390/cells12010113
**Supplement:** Supplementary file 1

**Supplementary table S1** : List of primers used for qPCR

| <b>Gene</b>       | <b>Sequence fw</b>          | <b>Sequence rv</b>            |
|-------------------|-----------------------------|-------------------------------|
| <i>Igtp</i>       | AGCCCGTCTTTTCACGACTT        | TGATGCACTTGTCGCAGACT          |
| <i>Irgm2</i>      | CCAACCTCCCTAGCGGTCTC        | GAGTGAGTTCCAGGACAGCC          |
| <i>Cxcl10</i>     | CCA CGT GTT GAG ATC ATT GCC | TCA CTC CAG TTA AGG AGC CC    |
| <i>Irf1</i>       | TCT CGG GCA TCT TTC GCT T   | GGG TCT CAT CCG CAT TCG AG    |
| <i>Ifngr1</i>     | ACAGCTCTCCGTCCTCGTAT        | CACTCCGGTTATGCTCCACA          |
| <i>Ifngr2</i>     | TGGGCCAAAGGTGACAAGAA        | ATAAGCTTGGATAGCCCGCC          |
| <i>Gcg</i>        | TGAAGACAAACGCCACTCAC        | TGACGTTTGGCAATGTTGTT          |
| <i>Ins1</i>       | CAGAGACCATCAGCAAGCAG        | GGGACCACAAAGATGCTGTT          |
| <i>Sst</i>        | TCCGTCAGTTTCTGCAGAAGTCTC    | GTACTTGGCCAGTTCCTGTTTCCC      |
| <i>Ppia</i>       | CAGGTCCTGGCATCTTGTCC        | TGCTTGCTGGTCTTGCCATTCC        |
| <i>Spp1</i>       | ATC TCA CCA TTC GCA         | TGT AGG GAG GAT TGG AGT GAA A |
| <i>Amy1</i>       | GTTATCCGCAAGTGGAATGG        | TCGCTGATTGTCATGGTTGT          |
| <i>CD274</i>      | GCATTACAAGGCCTACCTGGA       | CAGCACCTCAGGGTGACTTC          |
| <i>H2(dlb1q1)</i> | TGCGGACTACAAGCGAATCA        | TTCTGGATAACCCTCGGCCT          |

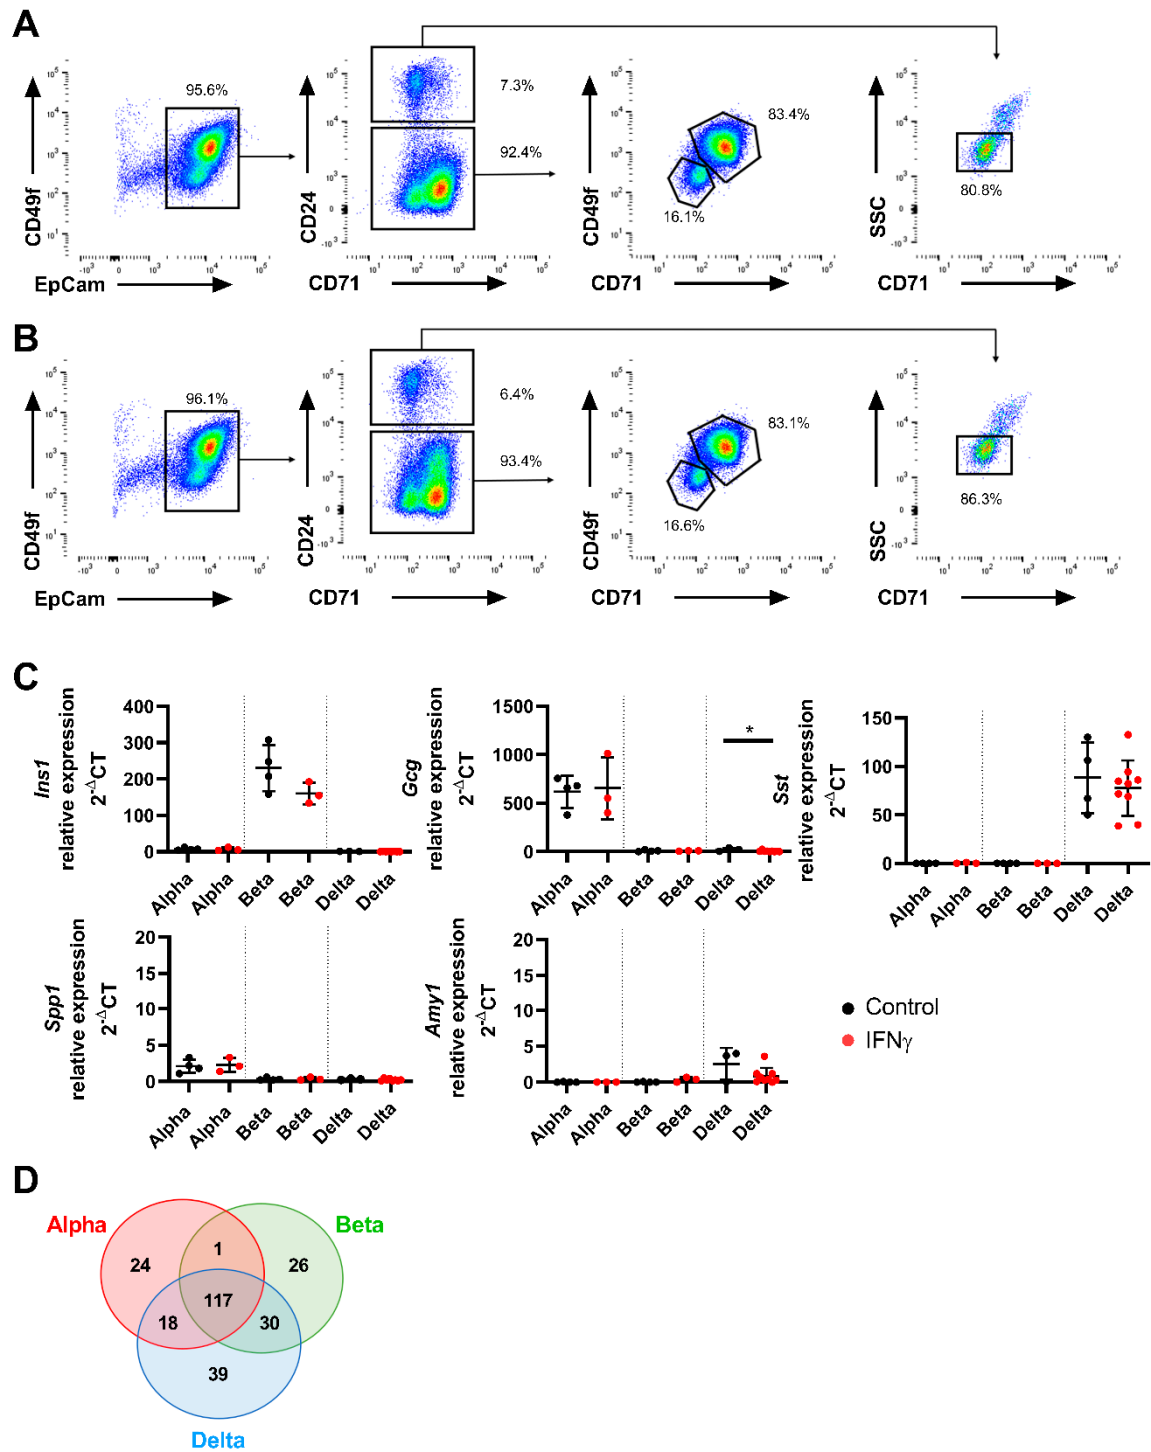

### Supplementary Figure S1. Alpha, beta and delta cells sorting strategy and quality.

Islets from adult C57BL/6 mice were treated for 20h without (control) or with 5ng.mL<sup>-1</sup> IFN $\gamma$ . (A, B) Representative flow cytometry plots of control (A) and IFN $\gamma$  treated islet cells (B). CD24, CD71 and CD49f expression were analyzed on EpCam<sup>+</sup> cells after excluding dead cells (propidium iodide positive cells) and hematopoietic and endothelial cells (lineage [Lin]:CD45<sup>-</sup>, TER119<sup>-</sup>, or CD31<sup>-</sup> positive cells). The EpCam<sup>+</sup> fraction was divided into CD24<sup>high</sup> and CD24<sup>low</sup> cells (middle left panel). The CD24<sup>low</sup> fraction was further subdivided into CD71<sup>+</sup> and

CD71- cells (middle right panel), respectively enriched for beta and alpha cells, while the CD24<sup>high</sup> fraction contained delta cells (right panel). (C) Expression of *Ins1*, *Gcg*, *Sst*, *Spp1* and *Amy1* in sorted cells treated (in red) or not (in black) with 5ng.mL<sup>-1</sup> IFN $\gamma$  for 20h. n=3-9. (D) Venn diagram presenting the distribution of genes induced by IFN $\gamma$  in alpha, beta and delta cells (adjusted p-value < 0.01). Data are represented as mean  $\pm$  SD, \*p<0.05.

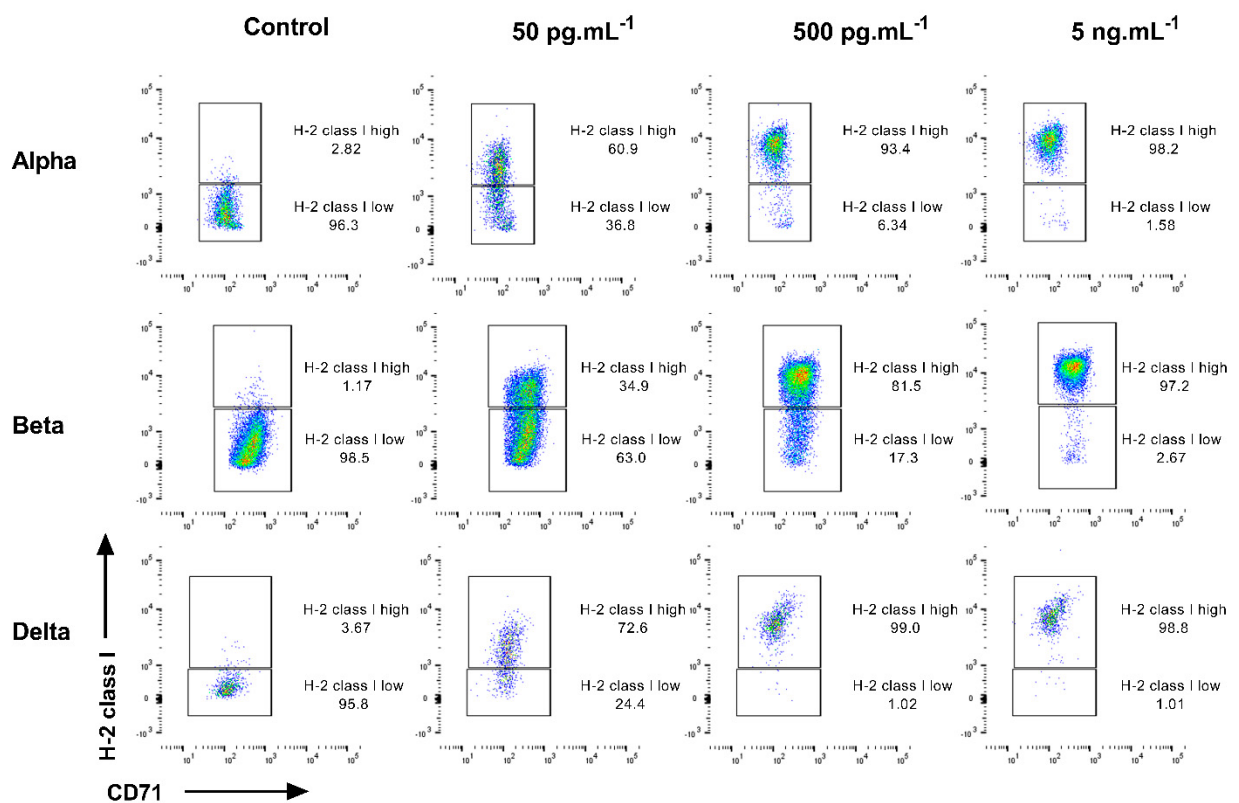

**Supplementary Figure S2. Mouse MHC class I expression at cell surface.** Representative flow cytometry plots showing H-2 class I surface expression on alpha, beta and delta cells from islets treated with different concentration of IFN $\gamma$  (0-5ng.mL<sup>-1</sup>) for 20h.

How the deposited data were processed for this re-analysis (not part of the article)

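RNA-seq was analysed for 11 libraries of FACS-sorted beta cells of C57BL/6 mice: 4 of control cells from islets cultured without IFNγ, and 4 of PD-L1 high and 3 of PD-L1 low cells from islets cultured with 50 pg/mL of IFNγ for 20 h. Conditions and replicate numbers were taken from the sample labels, and the dose, the time and the gates from the paper. The other RNA-seq experiment of the paper, on alpha, beta and delta cells, was not analysed here.

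According to the methods, libraries were made with the NuGEN Ovation Solo kit from random primers, with strand information and depletion of ribosomal RNA, and sequenced as paired reads on an Illumina NextSeq instrument. Reads were mapped with STAR 2.5.2b to GRCm38.p6 with the GenCode M23 annotation and quantified with RSEM, whose version the paper's text does not name. The paper's text does not say whether molecular identifiers of the kit were used to remove duplicate reads. The authors' own tests used DESeq2 1.32.0 with a batch term. The expected counts per gene in the files were made by the authors with RSEM from those alignments before deposit and are not normalized, with 1 library per file. They were rounded to whole numbers, which changed a library's total by at most 0.000388%. Symbols were available for 55141 of 55487 genes, with 107 duplicates among them. Positions and gene types come from GENCODE M21 on GRCm38.

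Library totals run from 10422038 to 15810817 expected counts. The share of counts from mitochondrial genes runs from 5.54% to 13.3%, the highest being control replicate 1. Pairs of libraries of a group differed by more than sampling noise in every case, so no library is a copy of another of its group. Pairs across groups were not compared in this way. The test was run with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and the remaining steps with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

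Genes were kept by edgeR's filterByExpr with the condition as group and a count minimum of 10, which left 16252. The model had condition and replicate number as terms, TMM normalization and a robust quasi-likelihood fit, with a common biological coefficient of variation of 0.258. It gave the 3 comparisons PD-L1 high versus control, PD-L1 low versus control and PD-L1 high versus PD-L1 low. P values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. The methods name a batch term without defining it; the replicate number was used as that term, being the only grouping the sources give, and the names of the files group the libraries by experiment in the same way. Normalized counts of the genes of Fig. 5a were computed with DESeq2's size factors.

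Before the data were examined, 36 gene lists, the alternatives and the rule for named genes were fixed. The rule names every gene that the paper names for beta cells, the 10 genes with the largest log2 fold change in each direction of each comparison (adjusted p under 0.05, a mean of at least 10 CPM in the higher group, the same direction in every replicate that has both groups), and up to 4 genes with the smallest p in each list described. The lists cover 10 groups of interferon-induced genes, the interferon receptors and their kinases, beta cell identity and function, stress, inflammation, cell death, sterol synthesis, cell cycle, basement membrane, and markers of other cell types. The PP, endothelial, lymphocyte, stellate, Schwann and erythroid lists had 1 or 2 tested genes and were left out of the list tests. The other lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over lists and comparisons. Camera called 49 of these tests at the preset correlation and 27 with an estimated one, and fry called 34.

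The procedure was tested on simulated changes in these libraries: at 2-fold, 56% were found in PD-L1 high versus control, 56% in PD-L1 low versus control and 57% in PD-L1 high versus PD-L1 low, and at 4-fold 87%, 77% and 80.5%. Alternatives were no replicate term, RLE, upper quartile or library size normalization, no filter or a stricter filter on low counts, DESeq2 with and without the replicate term, limma-voom, models of only the groups compared, an adjusted p under 0.01, a fold change of at least 2, and leaving out each library and each replicate number in turn. Their effects are given in the closing section.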

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

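The tests of free RNA and of a response to IFNγ for the hormone genes, and the test of RNA from treated cells in control replicate 1, were chosen only after the results were seen.

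*Ppy* and *Pyy* differed between the sorted populations: both were lower in PD-L1 low than in control cells, and the difference between the sorted populations passed edgeR's quasi-likelihood test with log2 fold changes of 4.16 and 2.96. *Ppy*, which the paper does not discuss, was also higher in PD-L1 high than in control cells, by 0.67 on the log2 scale, a call lost without the replicate term. The first 2 explanations were set against values already seen, which can exclude an explanation but not establish it. Free RNA in the suspension would reach both populations alike and keep the median difference of *Ppy*, *Pyy*, *Gcg* and *Sst* within 0.5, but it was 2.69, and a response to IFNγ as the whole cause would leave PD-L1 low cells at control levels, but 2 of the 4 genes passed edgeR's test as lower than control. Other islet cells in the PD-L1 high gate stay open: alpha cell genes of a list not looked at before had a median at percentile 95.85 of random lists, past the limit of 95 set before, but 3 of the 8 listed genes could be tested (*Wnk3* 0.28, *Dpp10* 0.57, *Slc7a2* 0.06), none passed, *Slc7a2* is abundant in these beta cells (log2 CPM of 8.77), and the demand that most of the list be tested was added after the value was seen. The most abundant alpha cell genes differed unequally (*Gcg* 882 and 209 CPM, *Ttr* 144 and 131 CPM in PD-L1 high and PD-L1 low cells), the CD71 and CD24 gates should remove alpha and delta cells, and a difference between beta cells at the rim and in the core of the islet, which may lie next to different neighbours, was not tested. A gene that beta cells also express, such as *Slc7a2*, would show little of a small admixture. None of this bears on PP cells: *Ppy* and *Pyy* were the only PP cell markers tested, and the gates are not stated to remove PP cells. PP cells in the PD-L1 high gate thus stay open as a source of both genes.

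Control replicate 1 stood far above the other controls for *Irgm1* (38.2 CPM, others 24.8 to 26.8), *Iigp1* (7.68, others at most 0.537), *Gbp4* (7.37, others at most 1.12), *Gbp10* (7.99, others at most 0.675), *Irf1* (45.4, others at most 32.2), *Tap1* (16.6, others at most 10.3), *Irf7* (24.1, others at most 10.0) and *Cxcl10* (25.0, others at most 3.52). In all, 15 of 132 groups of values held such a library, where chance gives about 1 in 20. RNA of treated cells would give this excess the make-up of the treated libraries, but for 93.2% of 59 genes the ratio to the IRG family lay outside the range of the 7 treated libraries. Immune cells would bring their markers, but the summed CPM of 26 macrophage and lymphocyte markers was 0.743 times that of the highest other control. The excess was uneven when set against the increase of PD-L1 high replicate 1 over the other controls. Genes usually linked to type I interferon that rose had 5.64% (*Zbp1*) to 44.7% (*Xaf1*) of it. The IRG family had 0.0726% (*Tgtp2*) to 5.42% (*Ifi47*). The cause of this unevenness was not tested. No biological explanation was tested, and a difference in RNA quality stays open, since this library also had 13.3% mitochondrial counts against at most 11.9% elsewhere.

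Further single libraries stood apart from the rest of their group. Control replicate 2 had 28.4 CPM of *H2-T23* (others at most 22.7) and 1227 CPM of *Slc2a2* (others at most 865), and control replicate 4 had 102 CPM of *Insig1* (others at most 72.7) and 31.6 CPM of *Igfbp5* (others at most 14.2). PD-L1 high replicate 1 had 63.7 CPM of *Nos2* (others at most 6.52), PD-L1 high replicate 2 had 241 CPM of *Insrr* (others at most 193), and PD-L1 high replicate 4 had 32.7 CPM of *Irf7* (others at least 41.7).

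Some genes differed between the sorted populations while their fitted changes against control had opposite signs. Apart from that of *Gpx3*, the change in PD-L1 low against control cells passed the test for none of the genes in this paragraph, so opposite responses are not shown, and for *H2-T23*, *H2-Aa*, *Bst2*, *Nos2*, *Rasd1* and *Pcsk4* its sign turns under alternatives. The change of *Gpx3* in PD-L1 high against control cells did not pass either. The log2 fold change in PD-L1 high versus PD-L1 low cells was 2.23 for *H2-T23*, 4.77 for *H2-Aa*, 2.65 for *Bst2*, 2.10 for *Irf7*, 3.48 for *Nos2* and 1.91 for *Gpx3*. It was -0.93 for *St8sia1*, -1.52 for *Rasd1*, -1.39 for *Pcsk4* and -1.20 for *Igfbp5*. Of these calls, that of *H2-Aa* is lost under 9 of 26 alternatives (adjusted p up to 0.197), *Nos2* under 16 of 26 (up to 0.736), *Pcsk4* under 17 of 27 (up to 0.865), *Igfbp5* under 11 of 27 (up to 0.396) and *Rasd1* under 2 of 27 (up to 0.0599). Leaving out PD-L1 high replicate 2 or 3 alone ends the calls of *H2-Aa*, *Nos2*, *Pcsk4* and *Igfbp5*.

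Genes outside those the paper discusses also rose in PD-L1 high cells relative to control cells. *Gm4841* and *Gm12250* had no count in any control library and were at least 116-fold and at least 70.0-fold higher (against 3 counts per control library), and *Gm12185* had a log2 fold change of 7.66. *Mlkl* rose by 2.25, *Nos2* by 2.95 and *Nfkb2* by 1.03 on the log2 scale. The calls of *Nos2* and *Nfkb2* are lost under 11 and 15 alternatives (adjusted p up to 0.842 and 0.645), and each is lost without PD-L1 high replicate 1, 2 or 3 alone (without replicate 1 at 0.705 and 0.365).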

How the results depend on the processing

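The leave-out settings change which samples and genes enter a test, so a fall in a count there comes with fewer samples; for all other changes the cause was not tested. The count of 161 changed genes in PD-L1 high versus control became 328 with no filter on low counts and 249 with DESeq2 or limma-voom, each with the replicate term. Genes higher and lower there were 241 and 87 with no filter and 213 and 36 with DESeq2. They were 200 and 49 with limma-voom and 200 and 69 without control replicate 2. With the main settings they were 153 and 8, so lower genes made up a larger part of the calls under these alternatives. The 13 in PD-L1 low versus control became 20 with library size only, 91 with no filter, 7 with at least 10 counts in every sample, 47 and 22 with DESeq2 with and without the replicate term, 23 with limma-voom and 33 with only the 2 groups compared. The 119 in PD-L1 high versus PD-L1 low became 354 with no filter, 202 with DESeq2, 180 with limma-voom and 76 at an adjusted p under 0.01, and its 104 higher and 15 lower genes became 192 and 162 with no filter, 157 and 45 with DESeq2 and 137 and 43 with limma-voom. The 7 interferon list genes raised in PD-L1 low cells became 14 with library size only, 39 with no filter, 28 with DESeq2, 14 with limma-voom and 22 with only the 2 groups compared. The 49 gene list tests became 27 with an estimated correlation. Leaving out libraries or replicates gave 93 to 269, 8 to 43 and 64 to 143 changed genes in the 3 comparisons, 50 to 70, 4 to 31 and 36 to 66 interferon list genes, 0 to 0 genes of Fig. 5a, 44 to 50 list tests and a median share of 10.2% to 11.3%. The counts furthest from those with all libraries were 269 without control replicate 2 and 93 without replicate 3 (PD-L1 high versus control), 43 without control replicate 1 (PD-L1 low versus control) and 64 without PD-L1 high replicate 3 (PD-L1 high versus PD-L1 low). The replicate numbers do not pair all libraries firmly: correlations of residuals within a number run from -0.362 (control and PD-L1 low replicate 2) to 0.490 (median 0.153, 10 pairs), with 0.125, 0.161 and 0.154 for the PD-L1 high and PD-L1 low libraries of replicates 2, 3 and 4, against a median of -0.0316 for the 30 other pairs, and not every library correlates best with its own number. Without the replicate term the counts were 127, 12 and 88. The other alternatives kept the counts within 1.5 times, the share at 9.98% to 11.3% and the 13 genes of Fig. 5a at 0. No change that passed the test for a named gene turned its sign under an alternative, while changes that had not passed the test did turn their sign, such as *Cxcl10* in PD-L1 low versus control cells (0.47, from -0.87 to 0.93 over the alternatives). At this depth the test finds little more than 56% of 2-fold changes, so a low count does not show that smaller changes are absent.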

Differences from the paper's values

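The means of 13 genes in 3 groups that Fig. 5a plots were read by eye and set beside the normalized counts computed here: 39 of 39 lay within the replicate SD, the largest ratio was 1.06, and none differs by the rule used (more than the SD and more than 1.5 times), with all libraries or under 18 alternatives.

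The discussion states that PD-L1 low beta cells did not respond to IFNγ, a statement made from cell surface PD-L1, while the results describe a much weaker signature in their RNA. In the RNA analysed here 10 genes rose in PD-L1 low relative to control cells, among them *Igtp*, *Irgm1* and *Tap1* with log2 fold changes of 2.97, 1.96 and 1.56. *Cd274* itself had 0.94, a call lost under 14 of 27 alternatives. The larger response of PD-L1 high cells that the paper states was found for the same genes: between the sorted populations *Igtp* had 2.64, *Irgm1* 2.26 and *Tap1* 1.85. The difference in *Cd274*, which encodes the marker used for sorting, is no independent evidence.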

Other observations

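The mixture test, the splits and the gene lists in this part were set before their values were seen, and no explanation was tested that was chosen afterwards.

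A few genes of cell death and inflammation rose in PD-L1 high beta cells. Of 15 tested cell death genes, 2 rose relative to control cells, among them *Mlkl*, the pore-forming effector of necroptosis (6 when adjusted over the list alone), and *Mlkl* was higher in PD-L1 high than in PD-L1 low cells, at 13.1 ± 1.56 CPM (SD, n = 4) and 3.98 ± 1.16 CPM (n = 3), a log2 fold change of 1.68 (3 genes when adjusted over the list alone). That call is lost without PD-L1 high replicate 2 or 3 or PD-L1 low replicate 3 or 4 (adjusted p up to 0.0783). Of 13 tested genes of the NF-kB list, *Nos2*, the inducible nitric oxide synthase, and *Nfkb2*, an NF-kB subunit, rose relative to control cells (6 when adjusted over the list alone). *Nos2* rests on PD-L1 high replicate 1, the highest of 4 libraries with a mean of 18.7 ± 30.1 CPM. Camera's calls on the cell death list in PD-L1 high versus PD-L1 low cells and on the NF-kB list in PD-L1 high versus control and versus PD-L1 low cells are lost with an estimated correlation (adjusted p = 0.0503, 0.0897 and 0.124 with an estimated correlation), while that on cell death in PD-L1 high versus control cells holds (adjusted p = 0.0238 with an estimated correlation). Of the lost calls, fry upheld that on cell death (adjusted p = 0.0205) and not those on NF-kB (0.0637 and 0.118). Between the sorted populations 1 gene of the NF-kB list was higher (5 when adjusted over the list alone). In PD-L1 low against control cells edgeR, DESeq2 and limma-voom called 0 genes of both lists, with 0 at an unadjusted p under 0.05.

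Some genes were lower in PD-L1 high than in PD-L1 low beta cells. Of 16 sterol synthesis genes, *Idi1*, an isomerase of the mevalonate pathway, and *Insig1*, a regulator of the sterol sensor, were lower, by log2 fold changes of -0.86 and -0.68 (4 genes lower when adjusted over the list alone). *Idi1* was at 35.1 ± 3.99 CPM in PD-L1 high, 63.9 ± 14.4 CPM in PD-L1 low and 46.3 ± 2.25 CPM in control cells. *Scd2*, a fatty acid desaturase outside that list, had -0.85. Camera's calls on the sterol list are lost in all 3 comparisons (adjusted p = 0.0818 in PD-L1 high versus PD-L1 low, 0.457 in PD-L1 high versus control and 0.124 in PD-L1 low versus control cells with an estimated correlation), and the single calls of *Idi1*, *Insig1* and *Scd2* are lost under 5, 8 and 3 of 27 alternatives, among them leaving out PD-L1 low replicate 3 (adjusted p at most 0.104, 0.331 and 0.125 over the alternatives). Fry called the sterol list lower in PD-L1 high than in PD-L1 low cells (adjusted p = 0.0205). It did not call the list in PD-L1 high or PD-L1 low versus control cells (0.176 and 0.105). *Rasd1*, a small GTPase induced by glucocorticoids, and *Igfbp5*, a binding protein of insulin-like growth factors, fell in PD-L1 high relative to control cells by 1.34 and 1.01 on the log2 scale. *Pcsk4* (-1.31), *Insrr* (-0.60) and *St8sia1* (-0.58) were lower there too, and the calls of *Igfbp5*, *Pcsk4*, *Insrr* and *St8sia1* are lost under 11, 12, 16 and 9 of 27 alternatives, among them leaving out PD-L1 high replicate 2, 3 or 4 alone (adjusted p over all alternatives up to 0.472, 0.264, 0.668 and 0.235).

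The receptor chains of IFNγ, which the paper measured by RT-qPCR and flow cytometry, passed the filter on low counts in the RNA-seq and were tested. *Ifngr1* was at 12.8 ± 3.08 CPM in control, 15.6 ± 2.33 CPM in PD-L1 high and 14.3 ± 2.26 CPM in PD-L1 low cells, and *Ifngr2* at 10.4 ± 2.16, 13.4 ± 8.65 and 8.70 ± 2.12 CPM. Between the sorted populations the 95% interval of the log2 fold change ran from -0.19 to 0.70 for *Ifngr1* and from -0.56 to 1.21 for *Ifngr2*. Of 7 genes of the receptor list, edgeR, DESeq2 and limma-voom called 0 in each comparison, with 2 at an unadjusted p under 0.05 in PD-L1 high versus control and 0 in the other comparisons (0 when adjusted over the list alone).

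The lists of hypoxia, ER stress, immediate early genes, cell cycle and basement membrane hold 82 tested genes, of which edgeR called 0 in each comparison. At an unadjusted p under 0.05 there were 8 in PD-L1 high versus control, 1 in PD-L1 low versus control and 11 in PD-L1 high versus PD-L1 low; DESeq2 called 0, 0 and 1 and limma-voom 3, 0 and 1, and 2 immediate early genes were lower in PD-L1 high than in control cells when adjusted over the list alone. Camera's calls on ER stress (PD-L1 low versus control and PD-L1 high versus PD-L1 low) and immediate early genes (PD-L1 high versus control and versus PD-L1 low) are lost with an estimated correlation (adjusted p = 0.728, 0.525, 0.151 and 0.147 with an estimated correlation), as are those on alpha (0.0674), delta (0.0770) and acinar markers (0.0669) in PD-L1 low versus control cells and on acinar markers (0.125) in PD-L1 high versus PD-L1 low cells. Of these, fry upheld those on acinar markers, lower in PD-L1 low than in control cells (adjusted p = 0.0180) and higher in PD-L1 high than in PD-L1 low cells (0.0178). It did not uphold those on ER stress, immediate early genes, alpha or delta markers.

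Part of the interferon response is present in PD-L1 low cells, and 1 explanation is that some PD-L1 high cells fell into the PD-L1 low gate. If these cells were an average sample of PD-L1 high cells, every gene would have the same share of the response within a replicate. Shares would then not go together between replicates, and the bound against such a mixture was a mean correlation above 0.3. Across the 66 genes, which are not independent replicates, the mean Spearman correlation between replicates was 0.399. This argues against a mixture with average PD-L1 high cells as the whole cause. Misgated cells that responded less than the average could have shares of their own in each replicate, and the test cannot tell such a mixture apart. A weaker response of each cell, as lower IFNγ inside the islet would give, is consistent with genes having shares of their own, but it was not tested and stays a hypothesis, and a smaller part from mixing stays open. The control libraries are shared by both comparisons, so part of the overlap of 10 genes may come from them. Simulated groups with no effect gave a mean of 0.25 and at most 2 shared genes in 20 simulations, and independent lists of these sizes would share 0.094. Neither number decides the question. With no effect in either comparison few genes are called at all, and the changes of PD-L1 high cells were not kept in these simulations. Over all genes, the fold changes of both comparisons correlate at 0.392 and share their sign for 57.3%, both below the simulated means of 0.446 and 64.6%, while their covariance of 0.127 lies above the simulated mean of 0.106. With separate control libraries for each comparison (log2 CPM, no replicate term), the correlation has a median of 0.0723 over 6 splits of the controls (-0.190 to 0.147). The covariance has a median of 0.0218 (-0.0741 to 0.0417). The sign of both thus depends on which controls are used.

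When the samples were split in every possible way (35 splits per comparison with the real one, groups of the same sizes, no replicate term, only the groups compared), only 1 split, the real one, gave as many changed genes in each comparison. By this test chance can be excluded for these counts only if libraries may be exchanged freely across replicate numbers. The splits ignored these numbers, although the PD-L1 high and PD-L1 low libraries of replicates 2, 3 and 4 correlated at 0.125, 0.161 and 0.154. Since 1 of 35 is the smallest share such splits can give, and the counts differ from those with the replicate term, the splits say nothing on single genes. The real and the highest other count were 120 and 1 for PD-L1 high versus control, 6 and 4 for PD-L1 low versus control, where the other split set control replicates 2, 3 and 4 apart from the rest, and 143 and 1 for PD-L1 high versus PD-L1 low.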
